# Antennae hold a key to *Varroa*-sensitive hygiene behaviour in honey bees

**DOI:** 10.1038/srep10454

**Published:** 2015-05-22

**Authors:** Fanny Mondet, Cédric Alaux, Dany Severac, Marine Rohmer, Alison R. Mercer, Yves Le Conte

## Abstract

In honey bees, *Varroa* sensitive hygiene (VSH) behaviour, which involves the detection and removal of brood parasitised by the mite *Varroa destructor*, can actively participate in the survival of colonies facing *Varroa* outbreaks. This study investigated the mechanisms of VSH behaviour, by comparing the antennal transcriptomes of bees that do and do not perform VSH behaviour. Results indicate that antennae likely play a key role in the expression of VSH behaviour. Comparisons with the antennal transcriptome of nurse and forager bees suggest that VSH profile is more similar to that of nurse bees than foragers. Enhanced detection of certain odorants in VSH bees may be predicted from transcriptional patterns, as well as a higher metabolism and antennal motor activity. Interestingly, Deformed wing virus/*Varroa destructor* virus infections were detected in the antennae, with higher level in non-VSH bees; a putative negative impact of viral infection on bees’ ability to display VSH behaviour is proposed. These results bring new perspectives to the understanding of VSH behaviour and the evolution of collective defence by focusing attention on the importance of the peripheral nervous system. In addition, such data might be useful for promoting marker-assisted selection of honey bees that can survive *Varroa* infestations.

## Introduction

The honey bee parasite *Varroa destructor* is currently considered to represent the greatest threat to the beekeeping industry worldwide^1^. This parasite infests honey bee colonies and reproduces within capped brood cells containing developing bees. Parasitised individuals are weakened due to feeding on honey bee haemolymph, which triggers – directly or through virus transmission - a large number of physiological responses that lead ultimately to a severe reduction in the lifespan of the bee^2^,^3^,^4^. Development of *Varroa* populations within honey bee colonies, if left untreated, often leads the death of the colony^5^. The parasite has been unambiguously shown to participate in the large-scale periodical colony losses reported worldwide^6^.

Despite the profound impact of *Varroa* parasitism on honey bee populations, honey bees in several parts of the world have been shown to successfully survive the pathogen^7^,^8^,^9^. This strongly suggests that some bees are able to utilise defence mechanisms to fight successfully against mite infestation. In honey bee colonies that survive the mite, *Varroa* sensitive hygiene (VSH) behaviour has been shown to participate actively in limiting outbreaks of *Varroa* parasitisation. This form of hygienic behaviour involves the detection and removal of brood parasitised by *Varroa*^10^ and it contributes to a social immunity repertoire^11^; a new immune repertoire level that evolved with sociality and that includes the use of antimicrobial materials for nest construction^12^, social fever^13^ and nest hygiene and grooming^14^,^15^.

Several honey bee lines have been successfully bred using VSH performance as the main selection criterion, and these colonies show a high level of resistance to *Varroa*^10^,^16^,^17^. Bees from these colonies display effective removal of *Varroa*-infested developing bees from capped brood cells, which in turn seems to limit *Varroa* infestation rate and to reduce the reproduction success of the mite^18^.

Breeding honey bee colonies that are resistant to *Varroa* currently represents the main hope for a long-term solution to fight infestations by *Varroa destructor*, and it provides a promising alternative to acaricide treatments since this selection strategy would favour mechanisms that contribute to a stable host-parasite relationship. While several studies have explored the mechanisms of VSH and general hygienic behaviour^19^,^20^,^21^, the molecular basis and functional pathways involved in VSH behaviour remain partly unknown. Identification of genes that influence VSH behaviour would help reveal the mechanisms that underpin this form of social immunity, and more importantly, provide potential targets for marker-assisted selection of *Varroa* resistant honey bee colonies.

Several studies have shown that olfaction plays a role in hygienic behaviour^22^,^23^. This suggests that VSH bees have the ability to detect the presence of *Varroa* through the cap of parasitised brood cells using olfactory cues. If so, the antennae, which house a diverse array of sensory structures including olfactory sensilla^24^ are likely to play a critical role in the initiation of VSH behaviour. In many insects, physiological and neuroanatomical changes at the level of the peripheral sense organs influence the behavioural state of individuals^25^,^26^,^27^, and it has been suggested that changes in gene expression at the level of the antennae can contribute to shifts in the behavioural states of honey bees^28^. Based on such evidence, it is hypothesised here that functional properties of the antennae play a key role in the ability of adult honey bees to develop VSH behaviour in response to *Varroa* infestation of the brood.

A bioassay is described that enables adult bees performing VSH related tasks (i.e. opening and/or removing *Varroa* parasitised capped brood cells) to be identified within a given honey bee colony, as well as bees that do not perform such tasks. In an attempt to find a genetic signature for VSH behaviour, a transcriptomic approach was used to identify genes that are differentially expressed in the antennae of VSH and non-VSH honey bees. The differential gene expression pattern from these two groups was compared to the pattern obtained from a comparison of antennal transcriptomes from forager and nurse bees. Results provide novel clues about the mechanisms that underlie VSH and candidate genes are identified that have the potential to be used as targets for marker-assisted selection in breeding programs for *Varroa* resistant bees.

## Results

### Age and behavioural characteristics of honey bees performing VSH tasks

Using a bioassay performed in an observation hive, a total of 44 VSH bees of known age, and for which the VSH behaviour was described in detail, were collected (Fig. 1).

The average age of VSH bees was 11.13 ± 3.7 days, with the youngest being 6 days old, and the oldest 18 days old. VSH bees were observed performing the 3 types of behaviours associated with VSH: opening or enlarging the opening of capped brood cells infested by *Varroa,* and removing brood from infested cells (Fig. 2). Approximately half of the sampled bees were seen performing more than one type of task (opening and enlarging, or enlarging and removing), the other half was mainly composed of enlargers and removers (Fig. 2). Very few bees were considered as solely openers, and no bees were seen performing all three behaviours. This most probably results from the design of the study, which involved sampling VSH-bees after they had been observed performing any VSH-related task for 2 minutes. This duration is longer that the time required to open a cell, but shorter than the time required to accomplish the full set of the three VSH behaviours.

### Virus detection in the antennae of VSH and non-VSH bees

Differences in the antennal transcriptomes of VSH and non-*Varroa* sensitive (NVS) bees were identified using RNA-seq analysis. Age-matched samples from VSH and NVS bees were analysed (see Supplementary Table S1 online). Four RNA libraries were generated for each behavioural group (VSH and NVS). 

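VSH bees were marked workers seen opening, enlarging or emptying brood cells infested by Varroa, and NVS bees were marked workers that were watched in the same observation hive and never seen at these tasks. Each library was made from the flagella, the outer part of the antenna, of 8 pairs of antennae according to the paper and of 4 pairs according to the sample labels. The mean age of the bees was 7.5, 9.75, 12.5 and 17 days in VSH libraries 1 to 4 and 7.5, 9.5, 12.25 and 17.5 days in NVS libraries 1 to 4, so that libraries of the same number are matched by age. The authors aligned the reads to the bee genome, counted them per gene and normalised the counts by Relative Log Expression, and the deposited values (signal) are the resulting edgeR pseudo-counts rather than whole reads. Each library has a value for 13414 genes, of which 1977 are at 0 in all 8 libraries. The columns sum to 1.92e+07 to 2.03e+07 after normalisation, a sum that does not show how many reads each library had. The 10204 genes with a sum of at least 20 over the 8 libraries were compared on the scale of log2(value + 1) by limma, with a trend of the variance on the mean level and Benjamini-Hochberg adjustment. The log2 fold changes given are therefore differences of mean log2 values. Where libraries scatter widely, these differ from the log2 ratio of group means, to which the paper's values lie close. Gene groups are lists of symbols and descriptions tested with camera, which asks whether the members of a list are ranked higher or lower than the other genes. Descriptions are at hand only for genes in the paper's Tables S3 and S4, so that members found by description were picked by the study on these libraries and are not independent evidence. Beside each result that differs, the value with the age-matched libraries paired as blocks is given as the paired fit.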

The total number of unique aligned reads ranged from 13.8 to 43.8 million, of which around 74% were unambiguously and uniquely aligned to the *A.mellifera* genome assembly 4.5 (see Supplementary Table S2 online). The percentages of alignment were very similar between the two phenotypic groups suggesting an absence of bias in the sequencing data. Raw and processed genomic data are available from National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) database with the accession number GSE63613.

RNA-Seq analysis was first used to quantify contaminants amongst the honey bee transcripts, including viral RNAs. The 7 most-common honey bee viruses were screened (Sacbrood virus, SBV; *Varroa destructor* virus, VDV; Black queen cell virus, BQCV; Acute bee paralysis virus, ABPV; Deformed wing virus, DWV; Kashmir bee virus, KBV; Chronic bee paralysis virus, CBPV). Only DWV and VDV were detected in antennae, and represented 12.97 to 31.27% of the total reads. This proportion of reads attributed to viruses was used as an estimate of the sum of DWV and VDV abundances in the antennal samples. Viruses of the DWV/VDV complex were significantly more abundant in NVS antennae than in VSH antennae (Mann-Whitney test, p = 0.014 – Fig. 3).

From the nurse and forager bee samples (n = 3) included for comparison with VSH and NVS bee samples (see below), DWV and VDV were detected in one nurse and one forager sample only (7.5 and 28.8% of the total reads, respectively).

### Differential gene expression in the antennae of VSH and non-VSH (NVS) bees

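Adk1 (GB42431), which encodes adenylate kinase, an enzyme that balances the cell's adenine nucleotides, was higher in the antennae of VSH bees, at 481 ± 77.2 (SD, n = 4 libraries) against 240.2 ± 39.8 (SD, n = 4) in NVS bees. This is a log2 fold change of 1.00 (standard error 0.14, adjusted p = 0.0284 from limma). LOC726625 (GB51729), annotated as luciferin 4-monooxygenase-like, was at 845 ± 67.6 in VSH and 461 ± 80.9 in NVS bees, with a log2 fold change of 0.88 (adjusted p = 0.0273). IGFn3-2 (GB55483), an immunoglobulin-like and fibronectin type III domain protein, was at 356 ± 55.3 and 195 ± 10.5, with a log2 fold change of 0.85 (adjusted p = 0.0309). LOC725489, which has no description, was at 2930 ± 222 and 1925 ± 181, with a log2 fold change of 0.61 (adjusted p = 0.0273). In each of these 4 genes every VSH library was above every NVS library. Chance gives this for 1.43% of genes taken at random, a share that does not apply to genes chosen for their small p. They were the genes past an adjusted p of 0.05 in limma, 4 higher and 0 lower in VSH bees, and 1139 genes had an unadjusted p under 0.05 (585 higher and 554 lower). With the age-matched libraries paired as blocks, 127 genes passed, 87 higher and 40 lower in VSH bees, with these 4 among them (adjusted p = 0.00284 for Adk1 and LOC726625, 0.00824 for LOC725489 and 0.0163 for IGFn3-2). With the mean age as a covariate in place of the pairs, the number stayed within 1.5 times of 4. The genes that passed unpaired changed with the library left out: 0 without VSH1, VSH2, VSH3, NVS3 or NVS4, 4 without VSH4 (LOC725489 and LOC726625 with 2 others, while Adk1 and IGFn3-2 had an adjusted p of 0.0580), 7 without NVS1 (IGFn3-2 not among them, adjusted p = 0.0746) and 11 without NVS2. The paired fit gave 213 genes without pair 1, 26 without pair 2, 2 without pair 3 and 13 without pair 4.

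**Figure D1:**
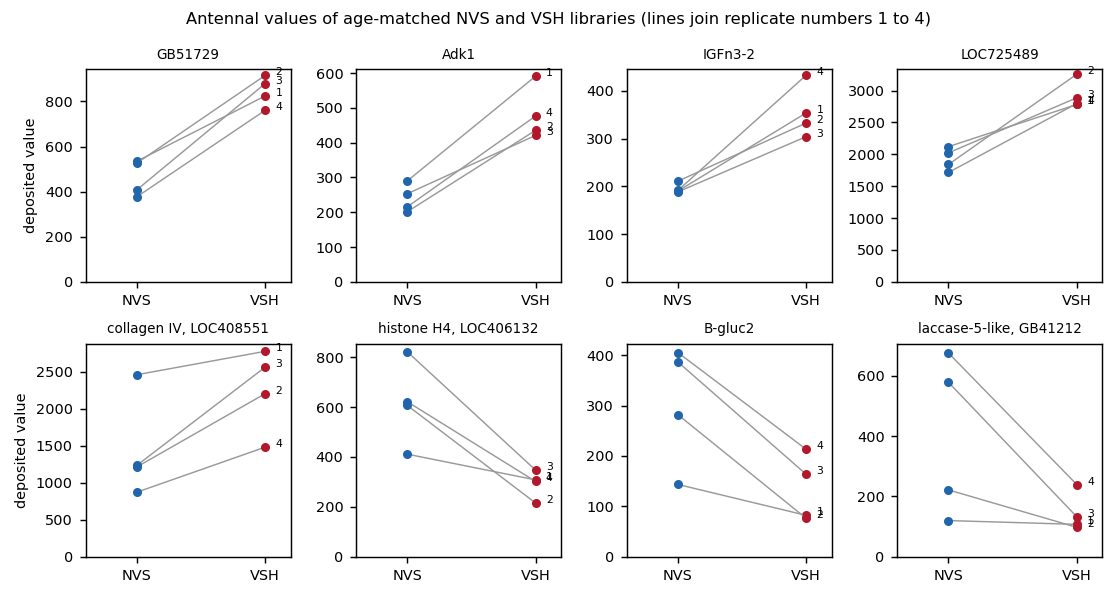
Deposited values of 8 genes in the 4 VSH and 4 NVS libraries, with age-matched libraries joined by a line. Adk1, GB51729, IGFn3-2 and LOC725489 are higher in each VSH library than in each NVS library, and histone H4 is lower in each.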

A total of 258 coding transcripts were found to be differentially expressed (173 up- and 85 down-regulated) in the antennae of VSH as compared to non-VSH (NVS) bees at an adjusted P-value < 0.05 (see Supplementary Table S3 online). The magnitude of the log-fold change ranged from 0.43 to 3.53 for the under-expressed genes and from 0.42 to 8.14 for the over-expressed genes.

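Most genes of the histone list had lower values in VSH than in NVS bees. Most listed genes of ribosomal proteins and of the basement membrane had higher ones. Histone H4 (LOC406132, GB47407) was at 293 ± 55.6 (SD, n = 4) in VSH and 615 ± 168 (SD, n = 4) in NVS bees, with a log2 fold change of -1.05 (adjusted p = 0.0995 from limma, 0.0163 in the paired fit). Of 11 genes in the histone list, 10 had a negative fold change and 8 passed when adjusted over the list alone (camera adjusted p = 2.5e-08, and adjusted p = 0.521 with an estimated correlation). The list holds Hiscl1 and Hiscl2, histamine-gated chloride channels matched by their symbols. Beside His2Av its other members were found by description, with an adjusted p of 0.371 from camera for the 3 members found by symbol. Genes found by description were called by the study on its libraries, so that the shared direction of these histones is not independent evidence. Of 60 genes of cytosolic ribosomal proteins, 55 had a positive fold change, such as Rpl39 at 0.41, and 0 passed when adjusted over the list alone, with 6 at an unadjusted p under 0.05 (camera adjusted p = 3.15e-06, and adjusted p = 0.677 with an estimated correlation). The type IV collagen genes LOC408551 (GB45943) and LOC408552 (GB45968), which encode the main network of basement membranes, had log2 fold changes of 0.71 and 0.68 (adjusted p = 0.344 and 0.392, 0.0163 for both in the paired fit). BM-40-SPARC, a collagen-binding protein, was at 0.30 (adjusted p = 0.0462 in the paired fit) and Ndg, the nidogen gene, at 0.22 (0.08 without VSH3 and 0.35 without VSH1). All 4 genes of the basement membrane list were positive, 0 passed when adjusted over the list alone and 2 had an unadjusted p under 0.05 (camera adjusted p = 0.0101, and adjusted p = 0.521 with an estimated correlation). Across the genes past the threshold, the log2 fold change ranged from 0.61 to 1.00, and in the paired fit its size ranged from 0.26 to 3.89. Without VSH3 the adjusted p was 0.412 for ribosomal proteins and 0.111 for the basement membrane list, which was at 0.0506 without NVS2, and its 2 members found by symbol had an adjusted p of 0.245.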

Genes that were found to be differentially expressed in the antennae of VSH and NVS bees were explored using ontological classification provided by the *Apis mellifera* reference sequence entry in the NCBI and the DAVID databases. Gene Ontology analysis revealed that the ‘defence response’ category (defined as reactions triggered in response to the presence of a foreign body or the occurrence of an injury, which result in restriction of damage to the organism attacked or prevention/recovery from the infection caused by the attack) is enriched in the VSH bee antennae (p = 0.014). This category contained 5 genes, 4 of which are under-expressed (*Def1*, *Def2*, *Mjrp1*, *GB51223*) and one is over-expressed (*18-w*). ‘Oxygene transporter activity’ was also slightly enriched (p = 0.042), with 3 over-expressed genes in VSH bees (*Hex110*, *Hex70a*, *PPO*).

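Among the 5 defence genes, 18-w (GB43456), a Toll-like receptor, was higher in VSH bees and the peptide genes had lower mean levels with wide scatter between libraries. 18-w was at 568 ± 103 (SD, n = 4) in VSH and 412 ± 55.0 (SD, n = 4) in NVS bees, with a log2 fold change of 0.45 (adjusted p = 0.266 from limma, 0.0488 in the paired fit). Mrjp1 (GB55205), a major royal jelly protein, had a log2 fold change of -0.78 (adjusted p = 0.794) that became 0.18 without NVS2, where it stood at 158. Hexamerins are storage proteins of the haemolymph. Hex70a (GB51698) lay at 4.23 to 7.05 in VSH1 to VSH3, at 349.9 in VSH4 and at 0 to 1.06 in NVS bees, a log2 fold change of 3.89 (standard error 1.11, adjusted p = 0.245, 0.0488 in the paired fit) and 2.45 without VSH4. Hex110 (GB44996) had a log2 fold change of 2.08 (adjusted p = 0.272) and 1.33 without VSH4, where it was at 175. PPO (GB43738), the phenoloxidase of melanin formation, was at 443 ± 229 in VSH and 279 ± 149 in NVS bees, with a log2 fold change of 0.64 (adjusted p = 0.525) and 0.34 without VSH1. None of the 5 defence and 3 oxygen transport genes passed over all genes in limma; 1 and 2 had an unadjusted p under 0.05, and as many passed when adjusted over the list alone, which is not independent evidence since the study chose these genes on the same libraries. Of 7 genes of fat body and haemolymph proteins, 6 were positive, among them Rfabg, a lipid carrier, at 0.43 (adjusted p = 0.0254 in the paired fit), and 3 passed when adjusted over the list alone (camera adjusted p = 0.0106, and adjusted p = 0.521 with an estimated correlation). All 5 haemocyte genes were positive, such as NimC2, a phagocytosis receptor, at 0.57 (0.38 without VSH3); 0 passed over the list alone and 2 had an unadjusted p under 0.05 (camera adjusted p = 0.0115, and adjusted p = 0.521 with an estimated correlation). Without NVS2 the adjusted p was 0.0506 for fat body and 0.0850 for haemocyte genes, and the latter were at 0.0674 without VSH1 and 0.0907 without VSH3.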

Molecular processes and/or biological functions could be attributed to 180 genes and grouped in 9 main functions, according to the GO functions attributed to the *Drosophila* homolog (Table 1). Metabolism (general metabolism and oxidative phosphorylation) was the most strongly represented biological function (27.5% of the genes). ‘Redox metabolism’ was especially well-represented; 12 genes related to this metabolism function were over-expressed (*Pxd*, *Cyp4g11*, *CYP336A1*, *PPO*, *GMCOX6*, *GMCOX13*, *GMCOX5*, *GB48022*, *GB45188*, *GB51729*, *GB41912*, *LOC726337*), and 3 were under-expressed in VSH bees compared to NVS bees (*MsrA*, *GB52087*, *GB41212*). 

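Apart from GB51729, CYP336A1 had the smallest adjusted p among the redox genes that the paper names, and GMCOX5 and the laccase-5-like gene had the largest changes up and down. CYP336A1, a cytochrome P450, was at 7776 ± 1075 (SD, n = 4) in VSH and 5626 ± 269 (SD, n = 4) in NVS bees, with a log2 fold change of 0.46 (standard error 0.090, adjusted p = 0.102 from limma, 0.0225 in the paired fit). Pxd (GB49689), a peroxidase, was at 0.47 (adjusted p = 0.266), LOC408622 (GB48022), a phenylalanine hydroxylase, at 0.50 (adjusted p = 0.261), LOC552689 (GB45188), a retinol dehydrogenase, at 0.58 (0.37 without NVS2) and LOC726337 at 0.55. The GMC oxidoreductases GMCOX5, GMCOX6 and GMCOX13 had log2 fold changes of 1.56, 0.73 (0.42 without VSH1) and 0.76, and LOC552024 (GB41912) one of 1.10. GMCOX13 was highest in VSH4, at 50.6, and at 0.12 without it, and LOC552024 was also highest in VSH4, with 0.44 without it and 0.42 without NVS2. Cyp4g11 (GB51356), a P450 of hydrocarbon synthesis, was at 0.52 (adjusted p = 0.642) and at 0.16 without VSH1, with 327 in VSH1 and 61.5 to 177 in the other 7 libraries. Among the 3 lower genes, MsrA (GB55004), which repairs oxidised methionine, was at 1283 ± 109 in VSH and 1794 ± 242 in NVS bees, a log2 fold change of -0.48 (adjusted p = 0.118, 0.0426 in the paired fit). LOC100578329 (GB52087), a putative fatty acyl-CoA reductase, was at -0.47 (adjusted p = 0.157, 0.0250 in the paired fit). LOC552811 (GB41212), laccase-5-like, was at 144 ± 65.1 in VSH and 399 ± 269 in NVS bees, a log2 fold change of -1.24 (adjusted p = 0.354, 0.0326 in the paired fit). All 12 genes of the upper group were positive and all 3 of the lower group negative, with 1 and 0 past the threshold in limma, 7 and 3 at an unadjusted p under 0.05, and 7 and 3 past it when adjusted over the list alone, which is not independent evidence since the study chose the genes on these libraries. The wider lists of these gene families did not pass camera. They hold only genes with a matching symbol or a description at hand, so that other members of the families were not tested as a set. The adjusted p from camera was 0.709 for 29 cytochrome P450 genes and 0.476 for 15 GMC oxidoreductases. It was 0.556 for 13 genes of the yellow and pigmentation list and 0.476 for 35 cuticle genes.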

Other functions well represented included genes related to motor activity or to neuronal processes, with 11 genes associated with odour perception and olfactory information processing. 

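CSP2 (GB55547), a chemosensory protein that carries small hydrophobic molecules, and NT-7 (GB51190), a neurotransmitter transporter, had higher mean levels in VSH bees, and the receptor gene OR85b-like had a lower one. CSP2 was at 449 ± 96.9 (SD, n = 4) in VSH and 294 ± 113 (SD, n = 4) in NVS bees, a log2 fold change of 0.66 (adjusted p = 0.324 from limma, 0.0237 in the paired fit). NT-7 was at 212 ± 54.5 and 129 ± 20.2, a log2 fold change of 0.68 (adjusted p = 0.244). OR85b-like (LOC102653581), a putative odorant receptor, was at 157 ± 28.9 and 242 ± 14.6, a log2 fold change of -0.64 (adjusted p = 0.157). Potassium channel gene LOC413503 (GB41230) was at 95.2 ± 15.1 and 50.5 ± 3.28, a log2 fold change of 0.89 (adjusted p = 0.119, 0.0488 in the paired fit). A further pair of channel genes, LOC100577376 (GB44647) for a calcium channel subunit and LOC411036 (GB50377) for a potassium channel, had log2 fold changes of 0.55 (adjusted p = 0.244) and 0.98 (adjusted p = 0.320). Pyx2 (GB53163), a transient receptor potential channel gene, was at 1.01 (adjusted p = 0.472) and at 0.44 without NVS2, and Trh (GB44366), which encodes the first enzyme of serotonin synthesis, was at 9.38 ± 7.36 and 19.1 ± 11.7, a log2 fold change of -0.99 (adjusted p = 0.573). LOC413106 (GB43812), a potassium channel gene, was at 33.4 in VSH4 and at 5.3 or lower in the other libraries, with a log2 fold change of 0.65 (adjusted p = 0.834) that was -0.29 without VSH4. Over the 11 genes, 9 were positive and 2 negative, and 6 and 5 without VSH4. None passed in limma, 6 had an unadjusted p under 0.05 and 6 passed when adjusted over the list alone, which is not independent evidence since the study chose them on these libraries.

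**Figure D2:**
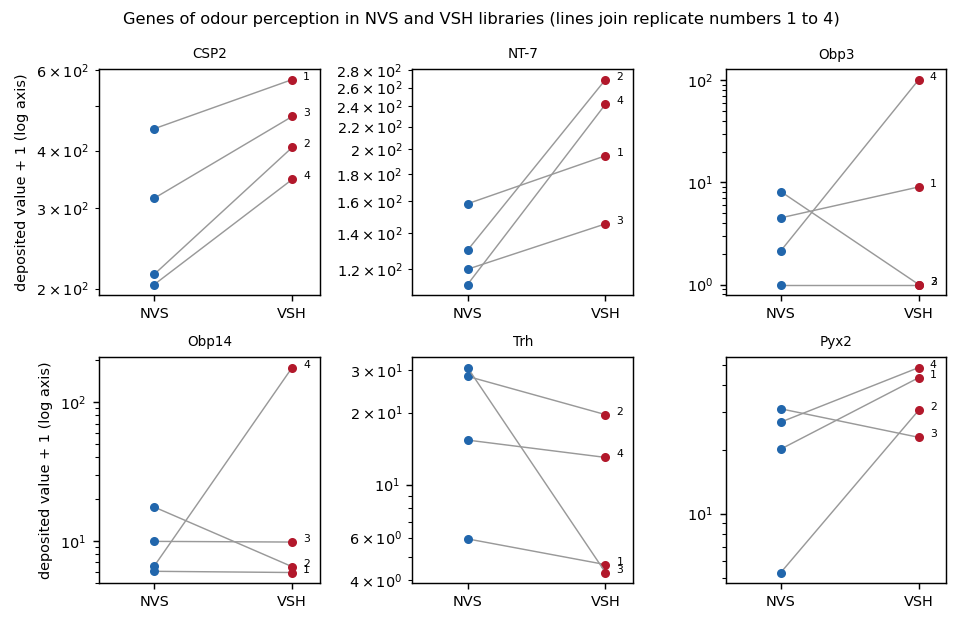
Deposited values plus 1, on a log axis, of 6 genes of odour perception in the 4 VSH and 4 NVS libraries. VSH4 holds the highest value of Obp3 (100.5) and of Obp14 (176.2).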

Interestingly, these functions related to ‘metabolism’, ‘motor activity’ and ‘neuronal processes’ tended to be over-expressed in VSH bees as compared to NVS bees.

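Genes of the synapse and neuron had slightly more positive than negative fold changes in VSH bees. NLG-4 (GB42885), a neuroligin that joins the sides of a synapse, was at 77.0 ± 12.1 (SD, n = 4) in VSH and 50.2 ± 7.81 (SD, n = 4) in NVS bees, a log2 fold change of 0.61 (adjusted p = 0.304 from limma). Syt4 (GB40794), a synaptotagmin of vesicle release, was at 3224 ± 346 and 2633 ± 182, a log2 fold change of 0.29 (adjusted p = 0.245, 0.0405 in the paired fit). Of 25 genes in the list, 15 were positive and 10 negative, 3 had an unadjusted p under 0.05 and 0 passed when adjusted over the list alone (camera adjusted p = 0.191). Genes of the axoneme, the core of sensory cilia, went both ways, with LOC411301 (GB53320), a dynein heavy chain, at -0.58 and LOC100578990 (GB48476), a dynein intermediate chain, at 0.84 (camera adjusted p = 0.759 over 11 genes). For 6 genes of the eye and photoreceptors the adjusted p from camera was 0.759, and for 9 genes of royal jelly and the hypopharyngeal gland it was 0.476.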

### Overlap between VSH/NVS and forager (FOR)/nurse (NUR) bees gene sets

To further characterise the antennal transcriptomic profile of VSH bees, the VSH bee gene expression profile was compared to the gene set associated with foraging versus nursing activities. Nurses and foragers from the different colonies were analysed providing 2 or 3 RNA libraries per phenotype (23 to 82.6 million unique mapped reads and nearly 74.0% of those unambiguously and uniquely aligned to the bee genome assembly 4.5). 

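Nurses were workers seen with their heads in cells of young larvae, and foragers were workers returning with pollen. The libraries are numbered FOR2 and FOR3 and NUR1 to NUR3 in the sample labels, which give no ages. The authors made this table in the same way as the other but normalised it separately, so that values are compared only within a table. Its columns sum to 3.36e+07 to 3.47e+07 after normalisation, and 2059 of its genes are at 0 in all 5 libraries. The 10436 genes with a sum of at least 15 over the 5 libraries were tested. With 2 libraries against 3, chance puts 20% of genes without overlap between the groups, and NUR2 lies apart from the other 4 libraries, at 46.4 on a first principal component that holds 55.7% of the variance, against 1.25 for NUR1 and 0.442 for NUR3.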

Again, those alignment percentages were highly similar between nurses and foragers and to the VSH and NVS groups (see Supplementary Table S2 online). 

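SCR-B1 (GB52097), a scavenger receptor of the CD36 family, was higher in foragers, at 4570 ± 890 (SD, n = 2 libraries) against 986 ± 69.5 (SD, n = 3) in nurses, a log2 fold change of 2.20 (standard error 0.15, adjusted p = 0.0165 from limma). LOC552811 (GB41212), laccase-5-like, a multicopper oxidase, was at 3742 ± 441 in foragers and 218 ± 91.6 in nurses, a log2 fold change of 4.18 (standard error 0.35, adjusted p = 0.0202). In nurses lox2 (GB49476), lysyl oxidase-like 2, an enzyme that crosslinks collagen, was higher, at 2519 ± 324 against 698 ± 24.1, a log2 fold change of -1.84 (standard error 0.14, adjusted p = 0.0195), and so was ebony (GB46429), an enzyme of pigment and transmitter metabolism, at -1.48 (adjusted p = 0.0478). The other genes past the threshold were LOC102656472 at 4.28, LOC100576895 (GB53524) at 2.66, LOC410326 (GB45040) at 1.60 and LOC408697 (GB52432) at 0.91, all higher in foragers, and LOC725489 at -1.21 and LOC724783 (GB54454) at -1.91, both higher in nurses (adjusted p = 0.0202 for LOC724783 and 0.0478 for the others). Together 10 genes passed, 6 higher and 4 lower in foragers, and 1357 had an unadjusted p under 0.05 (645 higher and 712 lower). The basement membrane list was negative throughout in foragers, with the type IV collagen genes LOC408551 and LOC408552 at -3.30 and -3.76 (adjusted p = 0.132 and 0.161) and BM-40-SPARC at -1.72 (-1.13 without NUR2), and 3 of its 4 genes passed when adjusted over the list alone (camera adjusted p = 0.00163, and adjusted p = 0.839 with an estimated correlation). All 5 haemocyte genes were negative and 2 passed over the list alone (camera adjusted p = 0.00163, and adjusted p = 0.839 with an estimated correlation). Of 60 genes of ribosomal proteins 45 were negative (camera adjusted p = 0.00629), and of 38 cuticle genes 25 were negative (camera adjusted p = 0.0122), both with an adjusted p = 0.839 with an estimated correlation. The histone list, with Hiscl1 and Hiscl2 in it, went the other way, with 10 of 11 genes positive in foragers (camera adjusted p = 0.00484), and so did 10 of 11 genes of royal jelly and the hypopharyngeal gland, such as Hbg3, an alpha-glucosidase, at 1.29 (camera adjusted p = 0.0263), both with an adjusted p = 0.839 with an estimated correlation. NUR2 holds the highest collagen values, 31921 for LOC408551, and without it 76 genes passed (46 higher and 30 lower), with all 10 among them, and both collagen genes (log2 fold changes of -2.59 and -2.81, adjusted p = 0.00187 and 0.00228). The count was 0 without FOR2, FOR3 or NUR3 and 7 without NUR1. With the replicate number as a block, 6 genes passed, 4 of the 10 among them (SCR-B1, laccase-5-like, lox2 and LOC100576895), and the adjusted p from camera was 0.0797 for ribosomal proteins and 0.130 for royal jelly. Of the lists, ribosomal proteins had an adjusted p of 0.0718 without FOR3, 0.0856 without NUR1 and 0.0597 without NUR3, cuticle 0.316 without NUR2 and 0.0803 without FOR3, and royal jelly 0.886 without FOR3, 0.313 without NUR1 and 0.0610 without NUR2. By symbol alone, the adjusted p was 0.153 for 2 basement membrane genes, 0.866 for 3 of the histone list, 0.0644 for 34 cuticle genes and 0.0973 for 10 royal jelly genes.

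**Figure D3:**
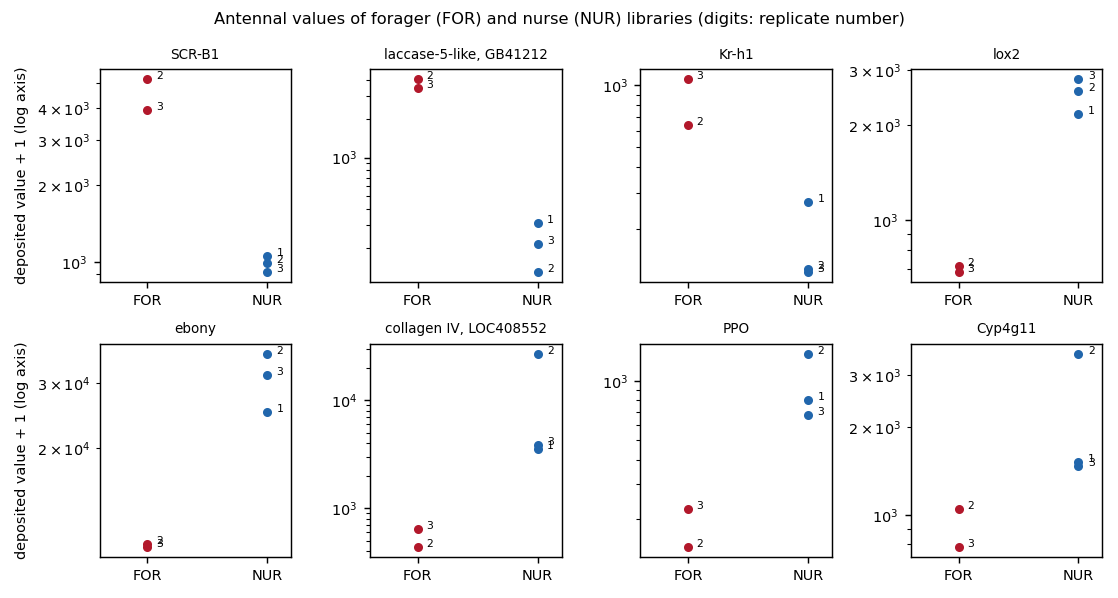
Deposited values plus 1, on a log axis, of 8 genes in the 2 FOR and 3 NUR libraries. SCR-B1, laccase-5-like and Kr-h1 are higher in both FOR libraries than in every NUR library, and lox2, ebony and collagen IV (LOC408552) are lower in both.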

A total of 426 coding transcripts were found to be differentially expressed between the antennae of forager (FOR) and nurse (NUR) bees (see supplementary Table S4 online). Gene Ontology analysis revealed that the ‘secondary metabolites biosynthesis, transport and catabolism’ category is enriched in forager bee antennae (p = 0.018). This category contained 5 cytochrome P450 genes, 3 of which were under-expressed (*Cyp301a1*, *Cyp49a1*, *Cyp4g11*) and 2 of which were over-expressed in foragers compared to nurses (*Cyp6bd1, Cyp9q3*). 

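CYP301A1 (GB46015), a P450 of cuticle formation, had the lowest values of the 5 genes in foragers, at 7.28 ± 4.55 (SD, n = 2) against 50.7 ± 10.4 (SD, n = 3) in nurses, a log2 fold change of -2.74 (adjusted p = 0.147 from limma). CYP9Q3, of a P450 subfamily that detoxifies plant compounds and acaricides, was at 19415 ± 3209 in foragers and 7833 ± 3008 in nurses, a log2 fold change of 1.39 (adjusted p = 0.203), and CYP6BD1 (GB47279) was also at 1.39 (adjusted p = 0.290). Without NUR2, CYP9Q3 was at 1.02 with an adjusted p of 0.0272. Cyp4g11 was at -1.14 (adjusted p = 0.310) and CYP49A1 (GB46062), a mitochondrial P450, at -1.37 (adjusted p = 0.466), with the highest values in NUR2, 3531 and 417, and log2 fold changes of -0.72 and -0.73 without it, and CYP49A1 was at -0.68 without FOR3. None of the 5 genes passed over all genes in limma, 4 had an unadjusted p under 0.05 and 4 passed when adjusted over the list alone, which is not independent evidence since the study chose them on these libraries. The 30 P450 genes tested had an adjusted p of 0.693 from camera.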

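PPO (GB43738) was at 184 ± 57.0 (SD, n = 2) in foragers and 946 ± 372 (SD, n = 3) in nurses, a log2 fold change of -2.33 (adjusted p = 0.103 from limma), and without NUR2 at -2.02 (adjusted p = 0.0242). LOC410227 (GB48364), a hydroxysteroid dehydrogenase-like gene, was at 516 ± 198 and 1734 ± 501, a log2 fold change of -1.76 (adjusted p = 0.113). LOC724890 (GB53028), laccase-1-like, was at 2457 ± 343 and 6527 ± 2119, a log2 fold change of -1.36 (adjusted p = 0.147, 0.0439 without NUR1 and 0.0288 with the replicate number as a block). The msta-like genes LOC552157 (GB47971) and LOC726471 (GB49416) were at -1.97 and -0.99 (the latter at -0.62 without NUR2), the short-chain dehydrogenase LOC552158 (GB54417) at -1.75 (-1.05 without NUR2), the retinol dehydrogenase LOC725930 (GB55640) at -1.05 (-0.63 without NUR2) and the DOMON domain gene LOC410021 (GB47499) at -0.93. Of the GMC oxidoreductases, GMCOX6 (GB51817) was at -1.82 (-0.78 without FOR2), GMCOX14 (GB43005) at -1.19 (-0.59 without FOR2) and GMCOX4 (GB51815) at -1.35, the last with 80.5 in NUR2, 0 to 10.4 in the other 4 libraries and a log2 fold change of 0.28 without NUR2 and 0.41 without FOR2. NUR2 was also the highest library for 8 of the other 10 genes. All 11 genes were negative, 0 passed over all genes in limma, 9 had an unadjusted p under 0.05 and 9 passed when adjusted over the list alone, which is not independent evidence since the study chose the genes on these libraries. Over the wider lists camera gave an adjusted p of 0.993 for 17 GMC oxidoreductases and 0.807 for 13 genes of the yellow and pigmentation list. For 6 glutathione transferases camera gave 0.277, and GstU1 (GB49614) among them was at -1.80 (adjusted p = 0.119 from limma, 0.0142 without NUR2).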

The FOR/NUR gene set has 11 representatives involved in ‘redox metabolism’ (*PPO, GMCOX4, GMCOX6, GMCOX14, GB726471, GB725930, GB410227, GB410021, GB724890, GB552158, GB552157*), all of which are expressed at lower levels in foragers than in nurses. Molecular processes and/or biological functions could be attributed to 257 genes and grouped in 10 main functions, according to the GO functions attributed to the *Drosophila* homolog (Table 2).

57 genes overlapped between the VSH/NVS and FOR/NUR phenotypes. The list of these 57 genes is provided in Fig. 4. This overlap was 4 times higher than what would be expected by chance alone (hypergeometric test, p < 0.0001).

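LOC725489 was past the threshold in both comparisons, higher in VSH than in NVS bees and higher in nurses than in foragers, and it was the single gene shared by the 4 and the 10 genes. Chance would give 0.00395 shared genes among the 10126 genes tested in both tables (one-sided Fisher's exact test, p = 0.00395). Without VSH1, VSH2, VSH3, NVS3, NVS4, FOR2, FOR3, NUR1 or NUR3 the count was 0, and it was 0 with a pseudocount of 0.5, with no filter on low values or with a minimum mean of 10. With the replicate number as a block in foragers and nurses, LOC725489 had an adjusted p of 0.0625. At an unadjusted p under 0.05 in both comparisons, a threshold chosen after the data were seen, 190 genes were shared where 149 would be by chance (1135 and 1331 genes, Fisher's exact test, p = 0.000129). The 126 genes of the paired fit that were tested in both tables shared 40 with these 1331, where 16.6 would be by chance (Fisher's exact test, p = 4.22e-08). Without NUR2 the paired genes shared 11 with the 76 genes of foragers and nurses, where 0.946 would be by chance. Genes are not independent replicates, so that these p-values treat genes that vary together as separate.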

The directional biases of the overlapping genes between VSH/NVS and FOR/NUR phenotype were also highly significant (X^2^ = 27.52, p < 0.0001 - Table 3),with a larger proportion of genes over-expressed in VSH being also over-expressed in nurse antennae, and *vice versa*.

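In these libraries, genes higher in VSH bees were more often higher in nurses and genes higher in NVS bees more often higher in foragers. Of the 190 genes at an unadjusted p under 0.05 in both comparisons, 85 were higher in VSH bees and nurses, 58 in NVS bees and foragers, 31 in VSH bees and foragers and 16 in NVS bees and nurses (two-sided Fisher's exact test on the directions, p = 2.17e-12). Among the 126 genes of the paired fit, 55 were higher in VSH bees and had a higher mean in nurses, such as CSP2, GstU1, the collagen genes and NOS, and 30 were higher in NVS bees with a higher mean in foragers, such as Kr-h1, histone H4 and laccase-5-like, against 31 and 10 the other way (Fisher's exact test, p = 5.23e-05). Across the 10126 genes tested in both tables, the log2 fold changes of VSH against NVS and of FOR against NUR had a Pearson r of -0.172 and a Spearman rho of -0.133, across genes that are not independent replicates. No library turned the sign of r when left out, with -0.233 without VSH4 and -0.0956 without NVS4. Of the 35 splits of the VSH and NVS libraries, 10 gave an r as large in size (highest other 0.308) and 4 shared as many genes at an unadjusted p under 0.05 (highest other 257). Among the 8 splits that part every age-matched pair the real one had the largest values (highest other 0.128 and 122 genes), and 8 are too few for a share under 0.05.

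**Figure D4:**
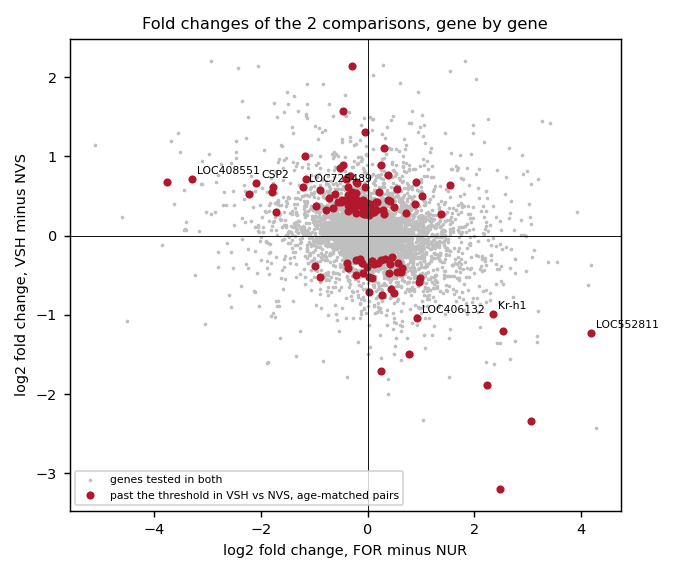
Log2 fold change of FOR against NUR (x axis) and of VSH against NVS (y axis) for each gene tested in both tables, with the genes past the threshold in the paired fit in red. More of the red points with a positive VSH value lie to the left of 0 (55) than to the right (31).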

## Discussion

Comparisons of antennal transcriptomes using RNA-Seq revealed 258 genes that were differentially expressed between VSH and non-VSH bees. This suggests that the origin of VSH behaviour is at least partly related to shifts in antennal gene expression, strongly supporting the hypothesis that antennae play a critical role in this behaviour.

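None of the gene lists of chemical sensing passed camera between VSH and NVS bees. The lists hold only genes with a matching symbol or a description at hand, so that other members of these families were not reached. Odorant-binding proteins, which carry odorants to the receptors, had a positive fold change in 14 of 16 genes, with Obp17 (GB46226) at 10498 ± 1517 (SD, n = 4) in VSH and 8624 ± 1036 (SD, n = 4) in NVS bees, a log2 fold change of 0.28 (adjusted p = 0.354 from limma, 0.0388 in the paired fit). Odorant receptors went both ways, with 23 of 52 genes positive and 29 negative, among them Or141 (GB50003) at 0.38, Or26 (GB13008) at 0.35 and Or115 (GB53347) at -0.39. In the receptor list 6 genes had an unadjusted p under 0.05, 0 passed over all genes and 1 passed when adjusted over the list alone. CSP3 (GB52324), the most abundant of the chemosensory proteins, was at -0.17, and CSP4 and CSP6 were at 0.12 and 0.07. Gustatory receptors had 2 positive and 4 negative genes, with Gr1 (GB44499) at -0.24, and transient receptor potential channels 3 and 6, with Iav (GB40818), a channel of hearing organs, at 0.28. The adjusted p from camera was 0.174 for odorant-binding proteins, 0.482 for 5 chemosensory proteins, 0.476 for odorant receptors, 0.476 for gustatory receptors and 0.953 for 9 transient receptor potential channels. From the genes that differed between VSH and NVS bees, the paper proposes that the origin of VSH behaviour lies at least in part in shifts of gene expression in the antennae, and it reasons that the groups differ in their capacity for chemical sensing.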

Amongst these genes were several genes related to chemical sensing, all of which were expressed at higher levels in VSH bees. This points to differences in the chemical sensing capabilities of VSH and non-VSH bees. Of particular interest is the olfactory binding protein gene *OBP3.* While this gene is not expressed only in antennae^29^, as a carrier of odorant molecules, it is likely to contribute to the olfactory sensitivity of VSH bees. This same gene was identified also as a gene of interest in a transcriptomic study investigating the central nervous system of honey bees and its contribution to the origin of VSH behaviour^20^. 

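Obp3 (GB53371) was detected at a high level in a single library, VSH4, at 100.5. The other VSH libraries were at 8.03, 0 and 0, and the NVS libraries at 3.5, 7.13, 0 and 1.14. The log2 fold change of 0.89 has a standard error of 1.28 (adjusted p = 0.828 from limma), and without VSH4 it was -0.52. Obp14 (GB46223), another odorant-binding protein, had the same form, at 176.2 in VSH4, 4.92 to 8.81 in the other VSH libraries and 5.04 to 16.5 in NVS bees, with a log2 fold change of 0.82 (standard error 0.89, adjusted p = 0.765) and of -0.33 without VSH4. VSH4 is also the library in which vitellogenin (Vg), at 2146 against 69.4 to 204 in the other 7, and several contractile genes were highest.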

Interestingly, *OBP3* in the brain is regulated in the opposite direction to the antennae; while it is expressed at higher levels in the antennae of VSH bees than in non-VSH bees, the opposite is true in the brain. Taken together, these data highlight *OBP3* as a strong candidate for involvement in the molecular underpinnings of VSH behaviour. The clear differential expression of 11 olfactory-related genes (*Trh*, *OR85b-like*, *CSP2*, *NT-7*, *OBP3*, *OBP14*, *GB44647*, *Pyx2*, *GB41230*, *GB50377*, *GB43812*) suggests that VSH bees express a unique form of odour-guided behaviour. This result is in accordance with findings of several other studies that have investigated genes associated with hygienic behaviour, or with the trait of resistance to *Varroa* of honey bee colonies. Three studies have used transcriptome analyses^20^,^30^,^31^, one has focused on the proteome^32^, and two studies have examined genetic mapping using QTL analyses^19^,^33^. In total, 17 genes of interest in the present study overlap with genes of interest identified in earlier reports (Table 4). Of these genes, 5 have functions related to neuronal function or olfactory information processing (*GB52992*, *GB41900*, *GB1356*, *GB55511*, *GB53371*).

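Among these 17 genes, GstU1 (GB49614), a glutathione transferase, and the neuronal genes mmd (GB41900) and agrin-like (LOC409949, GB52992) were higher in VSH bees with the libraries paired by age. GstU1 was at 723 ± 75.3 (SD, n = 4) in VSH and 495 ± 83.6 (SD, n = 4) in NVS bees, a log2 fold change of 0.56 (adjusted p = 0.148 from limma, 0.0250 in the paired fit). The gene mmd, for a metalloprotease, was at 0.47 (adjusted p = 0.169, 0.0254 in the paired fit), and agrin-like, for a protein that organises synapses, at 0.43 (adjusted p = 0.178, 0.0254 in the paired fit). The chaperone genes LOC410620 (GB50609), Hsp70Ab-like, and LOC411071 (GB46774), a dnaJ homolog, had log2 fold changes of 1.58 (adjusted p = 0.274, 0.0426 in the paired fit) and 0.77 (adjusted p = 0.248, 0.0292 in the paired fit). NVS2 held their highest NVS values, 11880 against 1436 to 2299 and 9564 against 3946 to 4326. Without it they were at 2.26 (adjusted p = 0.000137 from limma) and 1.07 (adjusted p = 0.000284). NVS2 is the NVS library that runs against the group difference, so that a smaller p follows from leaving it out and is not separate evidence. LOC726478 (GB55511), an activin-like gene, was at 0.53, LOC408725 (GB46128) at 0.54 (0.35 without NVS2), LOC552608 (GB49640) at 0.44 and LOC411564 (GB49078) at 0.73 (0.33 without NVS3). Among the genes with negative values, IRP30 (GB50423) was at -1.15 and LOC725386 (GB55335) at -0.41, the latter at 0.18 without NVS3. The small heat shock genes LOC412197 (GB47475) and LOC724274, both named lethal(2)essential for life-like, were at -1.13 and -0.65, the latter at -0.32 without NVS2. All 6 genes of that family were negative, with their highest values in NVS2 and VSH1, 0 passed when adjusted over the list alone and 1 had an unadjusted p under 0.05 (camera adjusted p = 0.0101, and adjusted p = 0.672 with an estimated correlation), and the adjusted p was 0.114 without VSH3 and 0.175 without NVS2. LOC412197 and LOC724274 were called by the study on these libraries, so that their signs in this list are not independent evidence. Over the 17 genes, 12 were positive and 5 negative, 1 passed over all genes in limma (IGFn3-2), 11 had an unadjusted p under 0.05 and 10 passed when adjusted over the list alone, which is not independent evidence since the study chose the genes on these libraries. The 10 genes of heat shock proteins 70 and 90 and DnaJ had 5 past the threshold over the list alone (camera adjusted p = 0.493), and 2 of 6 glutathione transferases passed over theirs (camera adjusted p = 0.0817).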

Rather unexpectedly, almost 30% of the genes expressed differentially in the antennae of VSH and non-VSH bees have functions related to metabolism. For example, several genes involved in ‘redox metabolism’ or ‘oxidative phosphorylation’ functions were up-regulated in VSH bees, suggesting a higher metabolism in the antennae of VSH bees in comparison to non-VSH bees. 

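Genes of the mitochondrial ribosome, which makes subunits of the respiratory chain, had lower values in VSH than in NVS bees, by small amounts. Of 53 genes 47 were negative, such as mRpL4 (GB44165) at 601 ± 83.3 (SD, n = 4) in VSH and 762 ± 66.3 (SD, n = 4) in NVS bees, a log2 fold change of -0.35, mRpL37 (GB50920) at -0.23 and mRpL3 (GB53256) at -0.21. In limma 5 of them had an unadjusted p under 0.05 and 0 passed over all genes or over the list alone (camera adjusted p = 2.89e-05, and adjusted p = 0.672 with an estimated correlation). Among the 4 glycolytic genes that the list reached, Gapdh (GB50902) was level at 25588 ± 1735 and 24835 ± 1094, a log2 fold change of 0.04. Tpi was at 0.07 and the lactate dehydrogenase LOC411188 at 0.01. LOC413924 (GB50901), a little expressed glyceraldehyde-3-phosphate dehydrogenase gene, was at 17.7 ± 3.70 and 6.33 ± 4.53, a log2 fold change of 1.76 (adjusted p = 0.344). The 4 glycolytic genes had an adjusted p of 0.273 from camera. No other gene matched this list by symbol or description, so that the pathway as a whole was not examined. No gene matched the list of oxidative phosphorylation by symbol or description, so that it was not tested here.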

Interestingly, redox metabolism and oxidative phosphorylation were also strongly represented in the differential gene expression patterns of forager versus nurse bee antennae, with 11 genes showing higher levels of expression in nurses. Three genes are commonly up-regulated in VSH and nurse bees. For example, *GB51356*, which encodes a cytochrome P450 (4G11), was found by Le Conte *et al.* to be differentially expressed also in the brains of VSH and non-VSH bees^20^ (Table 4). The function of this cytochrome in bees is still uncertain, but in other insects it has been strongly implicated in metabolic pathways linked to olfaction^34^. One of the two GO enriched functions in VSH bees relates to oxygen transporter activity, with up-regulation of the representing genes. As cognitive and behavioural tasks in insects are known to increase both carbohydrate metabolism and oxygen consumption^35^,^36^, the over-representation of genes involved in metabolism may reflect metabolic loads associated with the detection and removal of *Varroa*-parasitised brood. 

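Most contractile genes had higher mean values in VSH than in NVS bees, and for many the difference lay in VSH4. TpnT (GB51214), troponin T, was at 339.9 in VSH4, 10.2 to 39.6 in VSH1 to VSH3 and 8.90 to 22.0 in NVS bees, a log2 fold change of 1.51 (adjusted p = 0.503 from limma) that was 0.50 without VSH4. Mp20 was at 305.4 in VSH4 and at 12.8 or lower in the other 7 libraries, and Mlc2, a myosin light chain, at 223 and at 12.9 or lower. The titin-like gene LOC102656109, for a giant protein of the sarcomere, was higher in each VSH library, at 14.7 ± 2.71 (SD, n = 4) against 4.62 ± 2.00 (SD, n = 4), a log2 fold change of 1.53 (adjusted p = 0.244), and another, LOC102656198, was at 0.92 (adjusted p = 0.337). Scp2 (GB49705), a sarcoplasmic calcium-binding protein, was at -0.78 (adjusted p = 0.354). Of 25 genes in the muscle list, 21 were positive, 0 passed over all genes or over the list alone and 3 had an unadjusted p under 0.05 (camera adjusted p = 0.0101, and adjusted p = 0.672 with an estimated correlation). Without VSH4 the adjusted p of the list was 0.596, and the 14 genes found by symbol had one of 0.282 with VSH4.

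**Figure D5:**
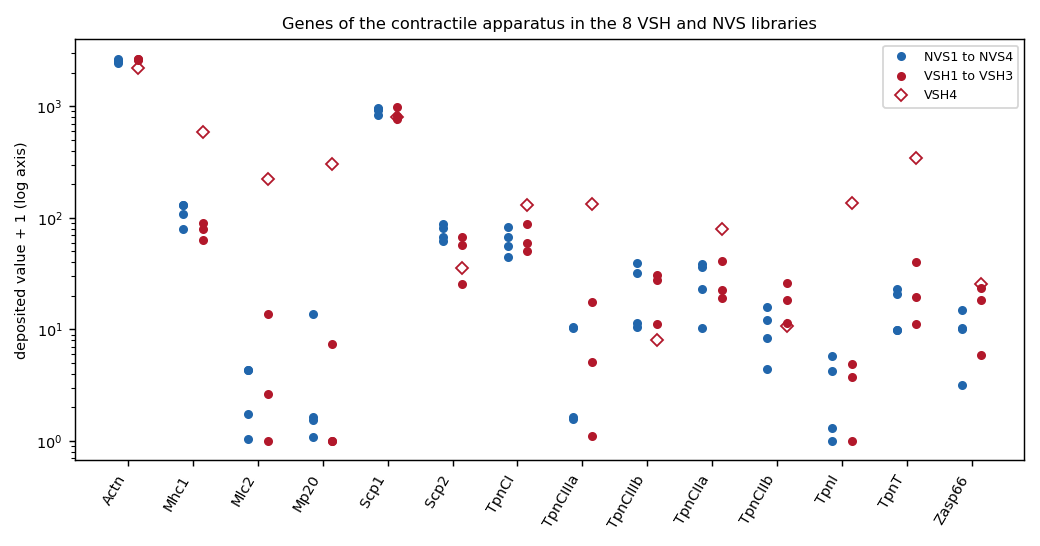
Deposited values plus 1, on a log axis, of the 14 contractile genes found by symbol in each VSH and NVS library. VSH4 (open diamonds) is the highest library for 9 of the 14 genes.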

The over-expression in VSH bees of 24 genes involved in motor activity may also be indicative of higher levels of antennal activity in VSH bees. However, these effects could also be related to differences in viral loads in the antennae of VSH and non-VSH bees.

Interestingly, two viral species (VDV and DWV) were identified in the antennae. The proportion of reads attributed to viral RNA relative to genomic RNA indicates that the abundance of VDV/DWV is lower in the antennae of VSH bees compared to non-VSH bees. Bees comprising these two groups originated from the same colony, and were raised together within the observation hive. They had all been subjected to same genetic, social and environmental conditions prior to sampling. The difference in virus abundance is particularly interesting with regards to the GO enrichment related to ‘defence response’ detected in the antennal DEG profile. Most genes attributed to this category were under-expressed in VSH bees (e.g. *Def1* and *Def2*). 

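Antimicrobial peptide genes differed more between libraries than between VSH and NVS bees. Def1 (GB41428), a defensin, was at 415 ± 174 (SD, n = 4) in VSH and 639 ± 332 (SD, n = 4) in NVS bees, a log2 fold change of -0.57 (adjusted p = 0.533 from limma). It was -0.27 without NVS3 and -0.83 without NVS2. Def2 (GB47618) was at 66.8 in NVS4 and at 11.0 or lower in the other 7 libraries, with a log2 fold change of -1.13 (adjusted p = 0.630) that was -0.27 without NVS4. Hymenoptaecin (LOC406142, GB51223) had a log2 fold change of -1.78 (adjusted p = 0.476) and -1.08 without NVS3, with 8319 in NVS3, 4628 in NVS1 and 2126 in VSH1 and 136 to 785 in the other 5 libraries. The 5 antimicrobial peptide genes had an adjusted p of 0.288 from camera. Genes of immune recognition and signalling had 19 positive and 10 negative values. NOS (GB53651), nitric oxide synthase, was at 1290 ± 230 in VSH and 871 ± 192 in NVS bees, a log2 fold change of 0.58 (adjusted p = 0.243, 0.0254 in the paired fit), and CTL1 (GB49260), a C-type lectin, was at 0.76. B-gluc2 (GB42981), which binds glucans of fungal walls, was at 134 ± 66.3 and 304 ± 120, a log2 fold change of -1.21 (adjusted p = 0.261, 0.0163 in the paired fit). Of these 29 genes 12 had an unadjusted p under 0.05 and 0 passed when adjusted over the list alone (camera adjusted p = 0.0301, and adjusted p = 0.521 with an estimated correlation). The adjusted p of the list was 0.111 without VSH3, 0.0870 without VSH4, 0.115 without NVS2 and 0.0521 for members found by symbol.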

In mammals, defensins play an active role in antiviral defence and their expression can be induced by viruses in target cells that produce factors to prevent viral replication in the tissues^37^. Defensins are abundant in the haemolymph of insects^38^. Considering the high abundance of DWV in the antennae of non-VSH bees, it is likely that the over-expression of defence response genes in these bees is a sign of activation of antiviral response to DWV infection. DWV can be detected in the central nervous system^39^ and evidence suggests that DWV infection can interfere with the molecular mechanisms of learning^40^. Other viruses are also known to affect sucrose responsiveness in the honey bee^41^, and to change gene expression in the brain^42^. More generally, in vertebrates, viral infections can cause defects in the function of the nervous system, including a wide range of impairments in cognitive and motor function, but also of social behaviour^43^,^44^,^45^. Thus, it is possible that increased DWV infection in the antennae of NVS bees prevents these bees from developing VSH behaviour, perhaps by impairing some cognitive functions or altering the perception of olfactory cues. Interestingly, proteomic studies investigating the basis of worker reproduction also identified higher virus loads, primarily DWV, in the haemolymph^46^, ovaries and brains^47^ of sterile bees as compared to reproductive bees. This suggests that the extent of virus infections of individuals may ultimately influence behavioural performance: only healthy individuals with limited and/or controlled infections are able to achieve complex tasks within the colony, or to remain nurse bees (highly infected bees are known to accelerate their behavioural development toward foraging activity^48^,^49^,^50^).

This study also described a significant overlap between the VSH/NVS and nurse/forager gene sets, with VSH bees having a more similar profile to nurse bees than to forager bees. This was confirmed by the expression pattern of the transcription factor *Kr-h1*, which is up-regulated in foragers in comparison to nurses^51^,^52^(this study). This gene was expressed at lower levels in VSH as compared to non-VSH bees. These results confirm findings suggesting that hygienic behaviour is not related to foraging ontogeny^53^. They are consistent also with studies showing no overlap in the brain gene expression profile of VSH and forager bees^20^.

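Genes of muscle and of glycolysis had higher values in foragers in single members, while their lists did not pass camera. Mhc1 (GB51653), a myosin heavy chain, was at 225 ± 38.1 (SD, n = 2) in foragers and 73.3 ± 23.2 (SD, n = 3) in nurses, a log2 fold change of 1.64 (adjusted p = 0.157 from limma), in a muscle list of 21 genes with an adjusted p of 0.744 from camera. The lactate dehydrogenase LOC411188 (GB48134) was at 252 ± 19.2 and 95.4 ± 11.4, a log2 fold change of 1.40 (adjusted p = 0.136), and the 4 glycolytic genes had an adjusted p of 0.538. Of 53 genes of the mitochondrial ribosome, mRpL1 (GB49975) was at 0.41, with an adjusted p of 0.412 for the list and of 0.0199 without NUR2, and small heat shock genes were also at 0.412. All 4 antimicrobial peptide genes tested were positive, with wide scatter between libraries, up to 4849 for Def1 in NUR3 (camera adjusted p = 0.238). For the remaining lists camera gave an adjusted p of 0.665 for 6 fat body genes, 0.807 for 25 synaptic genes and 0.993 for each of the immune, eye, axoneme and larger heat shock lists. From the shared genes and their directions, the paper describes VSH bees as having a profile closer to that of nurses than to that of foragers.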

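Kr-h1 (GB45427), a zinc finger transcription factor of the juvenile hormone response, was at 180 ± 59.6 (SD, n = 4) in VSH and 347 ± 70.2 (SD, n = 4) in NVS bees, and each VSH library was below each NVS library. This is a log2 fold change of -0.99 (standard error 0.23, adjusted p = 0.163 from limma, 0.0163 in the paired fit). In foragers it was at 857 ± 305 (SD, n = 2) and in nurses at 173 ± 83.3 (SD, n = 3), a log2 fold change of 2.35 (standard error 0.40, adjusted p = 0.117). Of the other genes of hormones and foraging, Jhe (GB53755), the esterase that breaks down juvenile hormone, was at 7193 ± 758 in foragers and 20838 ± 5240.0 in nurses, a log2 fold change of -1.51 (adjusted p = 0.103, 0.0165 without NUR2), and Hr38 (GB40074), a nuclear receptor, at 3333 ± 390 and 1625 ± 265, a log2 fold change of 1.04 (adjusted p = 0.108, 0.0438 without NUR2). ImpL2 (GB43504), which binds insulin-like peptides, was at 1.92 (adjusted p = 0.204). The list of 16 genes had 7 at an unadjusted p under 0.05 and 6 past the threshold when adjusted over the list alone in foragers and nurses (camera adjusted p = 0.806), and in VSH and NVS bees its 15 genes had an adjusted p of 0.547 from camera.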

As VSH bees display a similar gene expression pattern to nurse bees this suggests that VSH bees probably spend more time in inside-hive activities. The age-range of VSH bees observed in this study confirms this hypothesis and would attribute VSH bees to the caste of nurse bees, as has been suggested for bees performing general hygienic behaviour^19^,^54^,^55^. It is possible that VSH bees are a sub-population of nurse bees that - like nurses - give care to the brood, but that – unlike nurses - could be specialised in caring for capped brood. It has been shown that high levels of brood pheromone are found in uncapped late-instar larvae^56^ and that such levels trigger capping of the brood cells^57^. Interestingly, this high level of brood pheromone seems to inhibit genes that are over-expressed in VSH bees^20^, suggesting that VSH bees are not involved in capping of late-instar larvae.

Despite this potential specialisation, nurse and VSH bees most probably share common requirements with respect to sensory detection capabilities adapted to the brood environment, including detection and processing of odours related to brood, wax and possibly mites, as well as the ability to monitor humidity and temperature variations^58^. Accordingly, amongst the commonly regulated genes between VSH and nurse bees, are 3 genes that participate in chemical sensing (*Nanchung*, *CSP2*, *OBP14*). Together with olfactory receptors (ORs), chemosensory proteins (CSPs) and olfactory binding proteins (OBPs) play a critical role also in the detection of chemical stimuli^59^.

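Nan (GB44065), nanchung, a channel of hearing and gravity sensing, was at 789 ± 184 (SD, n = 2) in foragers and 125 ± 70.2 (SD, n = 3) in nurses, a log2 fold change of 2.77 (standard error 0.44, adjusted p = 0.108 from limma). In VSH bees it was at 65.99 ± 8.28 (SD, n = 4) and in NVS bees at 98.0 ± 38.2 (SD, n = 4), a log2 fold change of -0.47 (adjusted p = 0.559) that was -0.27 without NVS1 and -0.79 without NVS2. CSP2 was at 248 ± 44.0 in foragers and 1136 ± 574 in nurses, a log2 fold change of -2.09 (adjusted p = 0.119), and without NUR2 at -1.71 (adjusted p = 0.0194). Obp14 was at 99.1 ± 47.3 in foragers and 11.1 ± 2.05 in nurses, a log2 fold change of 2.98 (adjusted p = 0.119), and its higher mean in VSH bees rests on VSH4. All 3 genes had an unadjusted p under 0.05 in foragers and nurses and passed when adjusted over the list alone, which is not independent evidence since the study chose them; in VSH and NVS bees 1 did. Odorant receptors were higher in foragers as a group, in 48 of 52 genes, by small amounts such as 0.91 for Or35 and 0.60 for Or22, with 7 at an unadjusted p under 0.05 and 0 past the threshold over the list alone (camera adjusted p = 3.4e-06, and adjusted p = 0.839 with an estimated correlation). Of 5 chemosensory proteins, CSP4 (GB52326) and CSP6 (GB13325) were at -1.44 and -1.25 and 3 passed over the list alone (camera adjusted p = 0.0122, and adjusted p = 0.839 with an estimated correlation). Gr10 (GB44014), a gustatory receptor, was at 20.6 ± 2.18 in foragers and 89.3 ± 7.12 in nurses, a log2 fold change of -2.06 (adjusted p = 0.119), and Iav at 750.2 ± 29.0 and 281 ± 84.2, a log2 fold change of 1.45 (adjusted p = 0.119). For the other lists of sensing genes, camera gave an adjusted p of 0.161 for 16 odorant-binding proteins, of which 11 were positive. The adjusted p from camera was 0.837 for 6 gustatory receptors and 0.669 for 10 transient receptor potential channels.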

Understanding complex social behaviours such as VSH behaviour requires investigation at multiple levels by combining methods of investigation. Transcriptomic studies offer the opportunity to capture genomic signatures of a particular behaviour, when experimental procedures allow for snap-shots of the behaviour to be taken through periods of thorough observation. Genetic mapping techniques, on the other hand, such as QTL analyses, help define genomic regions associated with variation in a phenotypic trait. Multi-level analyses are most likely to provide the key to identifying behaviourally relevant genes that are appropriate targets for the commercial development of honey bee lines that show long-term survival in the face of the parasite *Varroa*. Such analysis would also improve our knowledge on the evolution of this collective defences and its molecular basis.

## Material and Methods

### Behavioural assay and sample collection

The behavioural component of this study was performed using hybrid *Apis mellifera* (*ligustica* and *carnica*) honey bee colonies located at the Department of Zoology of the University of Otago (New Zealand), from February to April 2014.

A behavioural assay was designed to identify and to sample adult honey bees performing VSH tasks, as well as bees that do not perform such tasks. A three-frame observation hive was established, with a mated queen and approximately 1,500 adult bees randomly collected from one of the laboratory colonies. The observation colony was maintained in a dark enclosure and temperature was regulated (20–30 °C). Every 4 days, a frame containing late instar pupae was collected from a colony selected for its good VSH performances (BettaBees Ltd, New Zealand). In this donor colony, Varroa infestation level was kept low (<5 mites/100 bees phoretic infestation at the start of the experiment). Each sampled frame was maintained in an incubator (34 °C, uncontrolled humidity) and newly emerged adult bees were individually marked with an identity tag including a number (Ecroyd Ltd) and a paint mark (Chromacryl) on the thorax (Fig. 1). A total of 1,300 newly emerged bees were marked and introduced into the observation colony, in groups of 300-400 bees every four days. Tagging and paint marking enabled individual bees to be identified over several days of observation, and the age of all marked bees to be determined.

Observations began when the oldest marked bees were 7 days old. Every 2 days, a frame containing capped brood, 10 to 35% of which were infested by *Varroa* (Fig. 1), was placed in the observation hive. Everyday thereafter, from 9 am to 6 pm, two experimenters watched the behaviours of marked bees (one person on each side of the observation hive). “VSH bees” were designated as marked bees performing VSH-related tasks for more than 2 minutes - i.e. opening a capped cell and/or enlarging a pre-opened cell and/or removing the contents of a cell (Fig. 1). Only those bees that were the first to start removing a developing bee were included in the analysis; bees removing developing bees that had already started to be eaten were discarded in an effort to avoid any confusion between *Varroa*-parasitism and death as potential cues for removal. “Non-VSH bees” were designated as marked bees that were never seen to perform VSH related tasks (Fig. 1). These bees were included as negative controls. To ensure the absence of VSH-related tasks, control bees were observed for a minimum of 7 days before they were identified as non-VSH bees. For each sampled VSH bee, effort was made to sample one non-VSH bee, of similar age. A total of 81 marked adults of known age were collected using this procedure. Nurse and forager bees were collected from three ‘standard’ hives for comparison with VSH and non-VSH bees. Nurse bees were identified as adult bees seen with their heads in brood cells containing young larvae, while forager bees were sampled at the hive entrance and identified as adult bees returning to the colony with loads of pollen on their hind legs.

VSH, non-VSH, nurse and forager bees were collected from hives using soft forceps and immediately cold anesthetised. The flagellum from each antenna was quickly removed (Fig. 1) and the two antennal flagella from each bee were placed in a tube and flash-frozen in liquid nitrogen. All samples were stored at –80 °C until further processing.

### RNA isolation and transport

For transcriptomic analyses, total RNA extraction was realised on 4 pairs of antennae. To reduce a potential age effect on the transcriptome^60^, antennae were pooled only if the age of the bees from which they were isolated did not exceed 3 days of difference between the four bees. In total, 8 pools of antennae were constituted for VSH and non-VSH bees (see Supplementary Table S1 – RNA extraction pools); VSH and non-VSH groups were also matched by age.

For each sample of 4 pairs of antennae, total RNA was extracted and purified using a procedure modified from^28^. The 4 pairs of antennae were placed in a 5 mL plastic CryoS tube (Greier Bio One) and crushed for 30 s in 500 μL of trizol and 5 μL of carrier RNA (5 ng/μL – Invitrogen). Samples were incubated for 5 min at RT and after transfer into 1.5 mL tubes, 100 μL of chloroform was added. Samples were hand-shaken for 15 s and then left for 3 min at RT. They were then centrifuged at 12,000 rcf for 15 min at 4 °C. The upper phase was gently pipetted out. Total RNA was extracted following the Purelink Micro kit (Invitrogen) instructions, eluted twice in 12 and 10 μL nuclease-free water and stored at −80 °C until further processing. RNA yield and concentration were measured by Qubit (Life Technologies) and RNA integrity and quality were assessed using a BioAnalyzer (Agilent Technologies).

Transcriptomic analyses were performed in France. To prepare the samples for shipping, the total volume of each sample was added to an RNA Stable tube (Biomatrica). The mixture was dehydrated for 1 hour using a SpeedVac (Eppendorf Concentrator Plus). Dry samples were then shipped to France by post.

Upon reception in France, RNA integrity and concentration was estimated by a BioAnalyzer (Agilent Technologies). Transcriptomic analysis was performed on 4 replicates for each group (VSH, non-VSH), after combining two pools of 4 pairs of antennae to form one sample (8 pairs of antennae sampled on bees of the same age (±3 days)) (see Supplementary Table S1 – Transcriptomic samples). Similarly, 2 and 3 replicates of 8 pairs of antennae were analysed for the forager and nurse groups, respectively.

### RNA-seq analyses and sequence alignments

RNA sequencing and analysis of the RNA-seq data were carried out at the Institut de Genomique Fonctionnelle (Montpellier, France). The RNA-seq libraries were prepared using the TruSeq Stranded mRNA Sample Preparation kit according to the manufacturer’s instructions (Illumina). Qualitative and quantitative library validations were performed on a DNA 1000 Agilent chip as well as by quantitative PCR using SYBR Green (Applied Biosystems 7500).

Clusters were generated on a flow-cell within a cBot using the Cluster Generation Kit (Illumina) and libraries were sequenced on a HiSeq2000 using a SBS (Sequence By Synthesis) technique (Illumina). Image analysis was performed with the HiSeq Control software (HCS) and base calling using the RTA software. Quality control was operated through the FastQC software. Potential contaminants were investigated with the FastQ Screen software; several animal and bacterial genomes, as well as honey bee virus genomes were tested.

TopHat2 (TopHat2.0.12 with Bowtie 2.2.3) was used to align RNA-Seq reads to the *A*.*mellifera* genome assembly 4.5, and aligned reads were counted using the HTSeq-count software (version 6.1p1), with GeneID (NCBI) identifiers. Mapping was also performed on sequences of honey bee virus genomes (Sacbrood virus: NC 002066.1, Deformed wing virus: NC 004830.2, Black queen cell virus: NC 003784.1, Acute bee paralysis virus: NC 002548.1, Kashmir bee virus: NC 004807.1, Varroa destructor virus: NC 006494.1 and Chronic bee paralysis virus: NC 010711.1).

### Statistical analysis

All statistical analyses and figures were generated in the R environment (version 3.0.2), and an α level of 0.05 was used for all statistical tests. Pools of 8 pairs of antennae were considered as the individual in all tests. For descriptive statistics, the mean and standard deviation of the data set considered are indicated (and separated by the ± sign).

Genes that had less than 15 (NUR vs FOR) or 20 (VSH vs NVS) cumulated tag occurrence in all samples were discarded from the analysis and all remaining data were normalised (Relative Log Expression – RLE). The R package EdgeR (version 3.4.0) was used to determine differentially expressed genes (adjusted P ≤ 0.05) between VSH and non-VSH bees (n = 4), as well as between FOR and NUR bees (n = 2 and n = 3, respectively). EdgeR^61^,^62^ is an exact test based on a negative binomial distribution. Due to high performance in the ability to uncover true positives, this package is recommended for differential expression analysis of RNA-Seq data^63^. The P-value was adjusted for multiple testing using the Benjamini-Hochberg procedure.

Comparison of virus abundance between VSH and NVS antennae was performed using a non-parametric Mann-Whitney test due to the low number of replicates in each group (n = 4, two-tailed).

DAVID 6.7 tool was used to determine the enriched functional groups, based on GO terms, within the complete list of gene expressed in antennae^64^. Exact hypergeometric probability test was performed to test the statistical significance of the overlap between the VSH/NVS and NUR/FOR gene sets^65^. We also determined whether the gene expression profile of VSH bees was more similar to nurses or to foragers using Chi-square tests with Yates correction.

## Author Contributions

F.M., C.A., A.R.M. and Y.L.C. conceived the study. F.M., C.A., D.S. and M.R. conducted the experiments and analysed the data. F.M., C.A., A.R.M. and Y.L.C. wrote the manuscript. All authors revised the manuscript.

## Additional Information

**How to cite this article**: Mondet, F. *et al.* Antennae hold a key to *Varroa*-sensitive hygiene behaviour in honey bees. *Sci. Rep.* **5**, 10454; doi: 10.1038/srep10454 (2015).

## Supplementary Material

Supporting Information

Supporting Information

Supporting Information

## Figures and Tables

**Figure 1:**
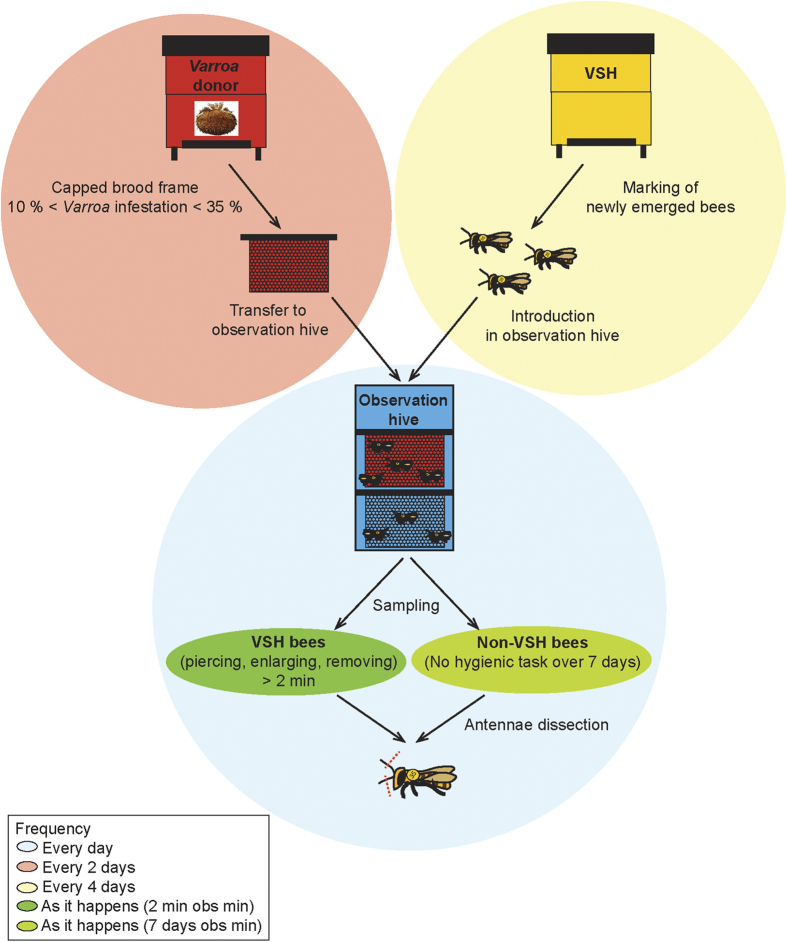
Schematic illustration of the behavioural assay and sampling of VSH and NVS bees. **** This assay was designed to sample adult honey bees performing, or not, VSH tasks. *Varroa*-infested frames (red) were placed in an observation colony (blue), together with marked newly emerged bees from a VSH colony (yellow). Everyday, honey bees that were seen performing VSH tasks (opening cells, enlarging openings, or removing brood from infested cells) for more than 2 minutes were sampled while they were still undertaking the behaviour. Honey bees that had not performed any VSH-related tasks over the course of 7 days of observation were considered to be non-VSH bees.

**Figure 2:**
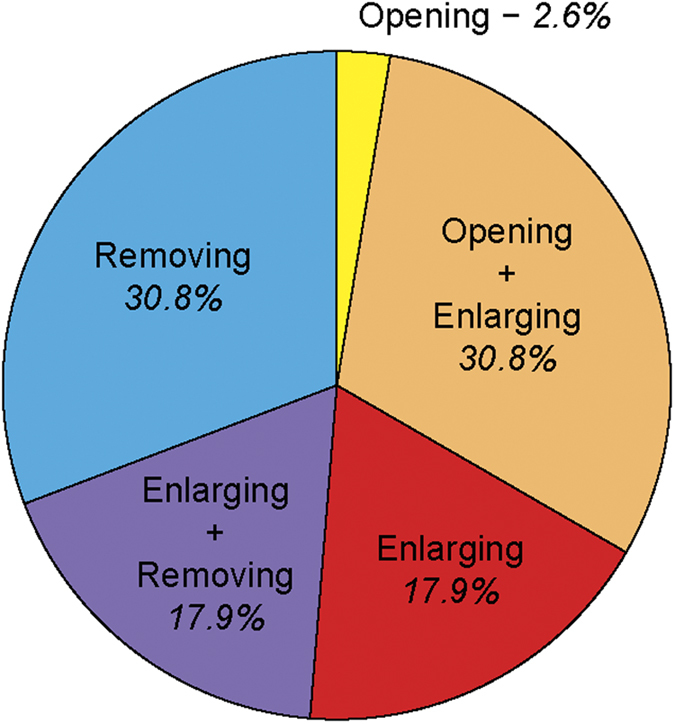
Frequency of the different components of VSH behaviours. **** Proportion of bees performing one or more of the three behaviours associated with VSH: opening capped cells, enlarging the openings, and removing brood from cells infested by *Varroa*.

**Figure 3:**
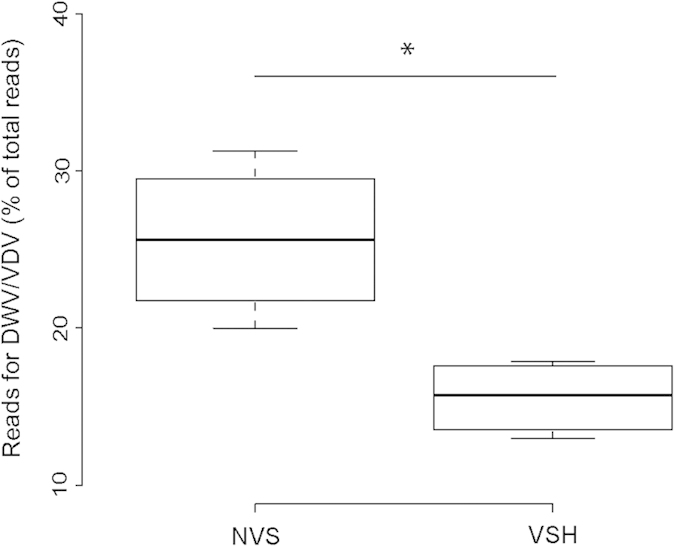
Relative abundance of Deformed wing virus and *Varroa destructor* virus (DWV/VDV) in the antennae of VSH and NVS bees. Virus abundance is expressed as a proportion of the total number of reads obtained by RNA-seq for each sample (n = 4 for each group). * denotes significant differences after Mann-Whitney tests (p = 0.014).

**Figure 4:**
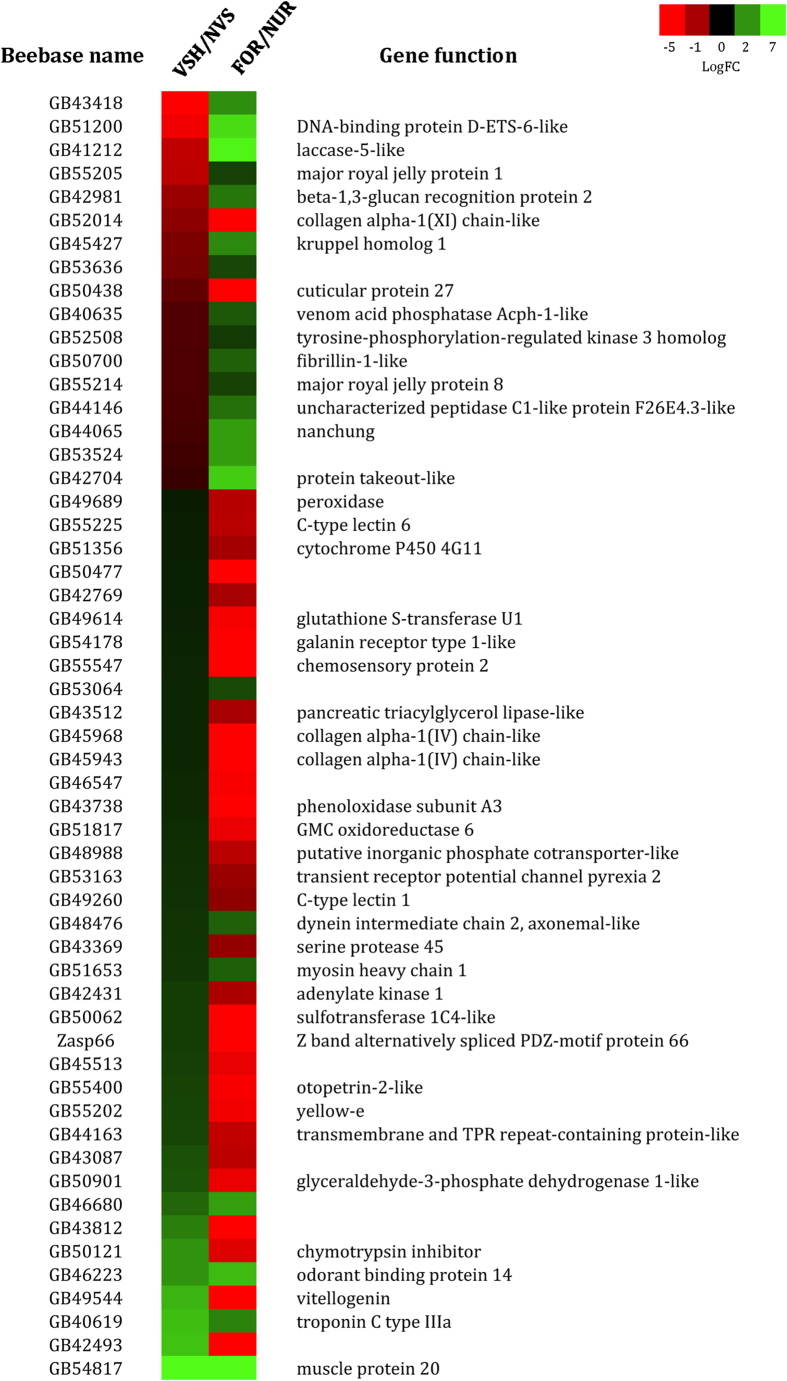
Heat-map of log fold-change (logFC) values for genes that are commonly regulated between VSH/NVS and FOR/NUR. **** Boxes in green indicate genes that are over-expressed in VSH or FOR, boxes in red indicate genes that are over-expressed in NVS or NUR.

**Table 1:** Summary of the main functions related to genes differentially expressed between the antennae of VSH and NVS bees.

**General function**	**Number of genes**	**Proportion of the DEG**	**GO functions**
**Motor activity**	(−) : 7	18.6%	Motor activity, muscle microtubule activity, muscle assembly
	(+) : 24		
**Neuronal processes**	(−) : 5	18.0%	Sensory perception (of smell and taste), neurotransmission, neuronal development and maturation, synaptic function
	(+) : 25		
**General metabolism**	(−) : 8	17.3%	Redox metabolism, carbohydrate metabolism, fatty acid metabolism, lipid metabolism
	(+) : 21		
**Transcription regulation**	(−) : 11	10.7%	Transcription factors, nucleosome assembly
	(+) : 7		
**Oxidative phosphorylation**	(−) : 5	10.2%	Oxidative phosphorylation
	(+) : 12		
**Structural**	(−) : 3	10.2%	Chaperones, cell adhesion, structural proteins of membranes
	(+) : 14		
**Immunity**	(−) : 4	6.0%	Antibacterial activity, immunity
	(+) : 6		
**Stress response**	(−) : 7	5.4%	Stress response, apoptosis
	(+) : 2		
**Transport**	(−) : 1	2.4%	Ion transport, carbohydrate transport
	(+) : 3		

The number of under (−) and over-expressed (+) genes in VSH bees as well as the total proportion of genes attributed to each function is indicated.

**Table 2:** Summary of the main functions related to genes differentially expressed between the antennae of FOR and NUR bees.

**General function**	**Number of genes**	**Proportion of the DEG**	**GO functions**
**General metabolism**	(−) : 25	19.1%	Redox metabolism, carbohydrate metabolism, fatty acid metabolism, lipid metabolism
	(+) : 16		
**Neuronal processes**	(−) : 18	14.0%	Sensory perception (of smell and taste), neurotransmission, synaptic function, neuropeptide, synapse organisation
	(+) : 12		
**Structural**	(−) : 23	13.5%	Structural component of membranes, cell adhesion, protein folding, extracellular matrix organisation
	(+) : 6		
**Transport**	(−) : 13	12.6%	Ion, lipid, carbohydrate and protein transport
	(+) : 14		
**Transcription regulation**	(−) : 4	9.8%	Transcription regulation, nucleosome assembly
	(+) : 17		
**Oxidative phosphorylation**	(−) : 16	9.3%	Oxidative phosphorylation
	(+) : 4		
**Cuticle structure**	(−) : 1	8.4%	Structure of cuticle, control of pigmentation of cuticle
	(+) : 17		
**Motor activity**	(−) : 5	5.1%	Motor protein, muscle assembly
	(+) : 6		
**Development**	(−) : 9	4.2%	Developmental proteins
	(+) : 0		
**Immunity**	(−) : 4	3.3%	Immunity, defence response, phagocytosis
	(+) : 3		
**Stress response**	(−) : 2	1.0%	Stress response
	(+) : 0		

The number of under- (−) and over-expressed (+) genes in FOR bees as well as the total proportion of genes attributed to each function is indicated.

**Table 3:** Gene expression overlap between VSH/NVS and FOR/NUR phenotypes.

	**Up-regulated in FOR**	**Up-regulated in NUR**
**Up-regulated in VSH**	7	32
	(28%)	(40%)
**Up-regulated in NVS**	16	2
	(12%)	(19%)

**Table 4:** Overlap between the VSH and other gene sets identified in different studies investigating the genetic basis of *Varroa* resistance.

**Beebase name**	**Previous GB**	**Gene description**	**Putative function**	**logFC**	**Transcriptomic**			**QTL**	
					**Gempe 2012** 31 **(Hygienic) Adults**	**Navajas 2008** 30 (***Varroa*****-surviving) Pupae**	**Le Conte 2011** 20 **(VSH) Brains**	**Tsuruda 2012** 33 **(VSH) Adults**	**Oxley 2010** 19 **(Hygienic) Leg, head, thorax**
GB51223	GB17538	Hymenoptaecin	Antibacterial activity	−2,035	−				
GB50423	GB10708			−1,261			−		
GB55335	GB18990	IQ and ubiquitin-like domain-containing protein-like		−1,117				X	
GB47475	GB19995	Protein lethal(2) essential for life-like	Stress response	−1,075					
GB10397	GB10397	Protein lethal(2) essential for life-like	Stress response	−0,555					
GB52992	GB14742	Agrin-like	Synaptogenesis	0,425	+				
GB41900	GB16304	Mind-meld	Maintenance nervous system	0,469	+				
GB49640	GB15912			0,471	+				
GB51356	GB11973	Cytochrome P450 4G11	Oxydoreductase	0,528			−		
GB55511	GB11204	Activin like protein at 23B-like	Neuronal function	0,534					X
GB46128	GB19001			0,543	+				
GB49614	GB15512	Glutathione S-transferase U1	Stress response	0,556	−				
GB49078	GB11812	Nose resistant to fluoxetine protein 6-like	Lipid metabolism	0,619					
GB46774	GB18056	DnaJ protein homolog 1-like	Chaperone	0,672		−			
GB55483	GB11358	Ig-like and fibronectin type III domain containing 2	Motor activity	0,872	+				
GB50609	GB19503	Heat shock protein Hsp70Ab-like	Chaperone	1,007		−			
GB53371	GB30242	Odorant binding protein 3	Odorant receptor	3,436			−

How the deposited data were processed for this re-analysis (not part of the article)

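RNA was taken from the flagella of honey bee antennae in 13 samples, 4 libraries of VSH bees, 4 of NVS bees, 2 of foragers (FOR) and 3 of nurses (NUR). According to the paper and the sample records, the authors processed base calls with CASAVA 1.8.2 and FastQC, aligned the reads to the bee genome with TopHat2 and Bowtie2 2.2.3, counted them per gene with HTSeq 0.6.1p1 and normalised the counts with edgeR 3.4.0 by Relative Log Expression. The deposited values are therefore given in the unit signal: they are pseudo-counts that the authors adjusted to a common library size, with 1 table for VSH and NVS and 1 for FOR and NUR, each normalised on its own. Tested on the values, 0% of those above 0 are whole numbers in either table, so that reads cannot be recovered and count tests were not run. Both tables hold 13414 genes before any filter on low values, of which 8919 have a Beebase ID. A reference gene table of a later assembly, Amel_HAv3.1, was used for names alone and matched 10485 genes. Values below 1e-10 were set to 0.

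The paper gives 13.8 to 43.8 M and 23 to 82.6 M uniquely aligned reads per library for the pair of experiments. The deposited columns sum to nearly the same total within a table, and so they do not show the depth of a single library. Log2 values correlated at 0.979 to 0.988 between libraries of the same group in VSH and NVS bees and at 0.966 to 0.979 in foragers and nurses. The 10 highest genes held 12.8% to 13.9% of the values per library in the former and 10.3% to 12.8% in the latter.

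Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend) on log2 of the value plus a pseudocount of 1, two-sided, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. The filters take the sums by which the paper discards genes on counts before normalisation, and apply them to the normalised pseudo-counts: a sum of at least 20 over the 8 VSH and NVS libraries and of at least 15 over the 5 FOR and NUR libraries. Age slopes come from the same kind of fit with the mean age in days as a term beside the group. On simulated data of the same size, with 50 changed genes at each of the log2 changes 1, 2, 3 and 4, the VSH and NVS fit recovered 41, 47, 50 and 50 of them and called 17 of the unchanged genes, and the FOR and NUR fit recovered 19, 34, 45 and 50 and called 14. The simulated noise was independent between genes and libraries, and no change below 1 was set. These numbers therefore do not cover smaller changes or noise that age-matched libraries share. The changed genes of all sizes were set at once, and the Benjamini-Hochberg cutoff is more lenient with many changed genes than with few. Where few genes pass, as in the real data, the recovered numbers may overstate what the fits can find. A simulated slope of 0.2 per day was recovered for 39 of 50 genes, with 1 unchanged gene called. Over 8133 genes with a mean of at least 50, the deviations of VSH and NVS libraries from their group mean correlated at 0.161, 0.215, 0.276 and 0.388 within the age-matched pairs 1 to 4, although VSH1 correlated more with NVS2 (0.279). The paired fit takes these pairs as blocks. FOR and NUR libraries share the numbers 2 and 3 alone, fewer than the 3 pairs set as a minimum, and were not paired in the reported fit. A fit with the replicate number as a block is given beside it as an alternative. NUR1 has no forager library of its number, so that the fold changes of the block fit equal those without NUR1. The block and leaving out NUR1 are therefore not separate checks.

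Of a set of 28 gene lists, oxidative phosphorylation matched no gene, and 27 were tested with camera at a preset correlation of 0.01 between genes, and again with the correlation estimated from the data. Members were matched by symbol or by description. Descriptions are at hand for 438 genes, all from the paper's Tables S3 and S4. Lists of genes that the paper names were counted and not tested as sets, since the study chose them on these libraries. Shared genes were tested with Fisher's exact test over the genes tested in both tables, and fold changes were correlated across those genes. Genes are named in the text by 3 rules: among genes past the threshold with a group mean of at least 10 and no overlap between the groups, the 10 largest changes each way; every gene the paper names; and up to 4 members with the smallest p of each list. The rules and the lists were written after the paper's Tables S3 and S4 had been read. Vg, Mp20 and Mlc2 at VSH4, the chaperone Hsp90 and the genes Mrjp4, Mrjp5 and Mrjp6 fall outside the rules and were chosen after their values were seen.

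The gene lists, the rule for named genes, the tests and most alternatives were set before the deposited values were examined, though after the paper's Tables S3 and S4 on the same libraries had been read. These alternatives are a pseudocount of 0.5 or 4, no filter on low values or a minimum mean of 10, rescaling to equal totals, quantile normalisation, median-of-ratios factors, limma without a trend or with array weights, the paired fit, age as a covariate, a slope for each group, an estimated correlation for the lists, a threshold of 0.01 for the shared genes, the overlap of the paper's own Tables S3 and S4 and leaving out each library. Chosen after seeing the data were lists matched by symbol alone, shared genes at an unadjusted p under 0.05, the paired fit with NUR2 left out for the shared genes, fits without VSH4 and NUR2 together, lists by symbol without VSH4 or without NUR2, age slopes of the lists without 1 library, and paired fits without 1 of the pairs. The 8 VSH and NVS libraries can be split into equal groups in 35 ways, of which 8 part every pair, and each split was fitted like the real one. A gene counts as raised in 1 library alone when it is at least 50 there and at least 5 times its highest value in the other libraries of the table.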

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

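The tests of explanations and the comparisons with other splits of the libraries in this part were chosen only after the result was seen.

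Expression changed with the mean age of the bees in 15 genes of the VSH and NVS libraries (limma, adjusted p under 0.05), 11 rising and 4 falling with age, a comparison that the paper does not report. The number rests on single libraries: it was 0 without VSH1, NVS1 or NVS4, 4 without VSH2, 3 without VSH4 and 61 without VSH3. In limma 0 genes had a slope that differed between VSH and NVS bees by the interaction of group and age, and 292 had an unadjusted p under 0.05 for it.

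In 7 of 102 groups of 4 libraries, 1 library lay apart from the other 3 by Dixon's ratio on the log2 scale, where chance gives about 1 in 20 groups. Hex70a was at 349.9 in VSH4 against 4.23 to 7.05 in the other VSH libraries, and at 1.06 in NVS4 against 0 to 0.0314 in the other NVS libraries. Obp14 was at 176.19 in VSH4 against 4.92 to 8.81. The chaperone gene LOC411071 was at 9564.3 in NVS2 against 3946 to 4326, and IGFn3-2 was at 210.93 in NVS2 against 188 to 192. The small heat shock genes LOC412197 and LOC724274 were at 10696 and 25543 in VSH1 against 3070.0 to 3381 and 6950.2 to 8263.

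VSH4 holds 17 genes that are raised in no other library, among them Vg (2146), Hex70a, Hex110, Obp3 (100.5), Obp14 and 11 genes that match the muscle list, such as TpnT (339.9), Mp20 (305.4) and Mlc2 (223). Age and VSH behaviour are argued against on genes chosen without the libraries tested: over the 20 genes raised in VSH4 above the 6 younger libraries, NVS4, of nearly the same age, had a median log2 difference of -0.31 from those 6 (quartiles -0.82 and 0.51, with 4 genes above 1), and over the 17 raised in VSH4 above the 4 NVS libraries, VSH1 to VSH3 had one of 0.18 from NVS (quartiles -0.33 and 0.64, with 2 genes above 1). Muscle RNA in this library is a candidate explanation for the contractile genes, since the 14 muscle genes found by symbol had a median difference of 1.48 in VSH4 and of at most 0.29 in any other library, with Mhc1 at 582 in VSH4 and 62.0 to 131 elsewhere. The median is carried by the raised genes themselves, as the other 9 muscle genes had one of -0.14, among them Actn and Scp1, which all 8 libraries hold at a high level. Muscle genes leave Vg, Amci, the hexamerins and the odorant-binding proteins without an explanation, and a biological difference of the bees pooled in VSH4 was not tested.

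NUR2 holds 40 genes that are raised and 19 that are lowered in no other library of its table, such as TyHyd, tyrosine hydroxylase, at 20544 and the collagen gene LOC408552 at 26894. Over the raised genes NUR1 and NUR3 were also above foragers, by a median log2 difference of 0.97 (quartiles 0.45 and 1.73), and no bound set for that test was met. The test cannot decide on nursing as such, because these genes were chosen with NUR1 and NUR3 among the libraries far below NUR2. Nursing, which NUR1 and NUR3 share, leaves the excess of NUR2 over them without an explanation. Younger bees in NUR2 are a candidate explanation for the age-dependent genes. Of the 15 genes with an age slope in VSH and NVS bees, 13 lie in NUR2 outside NUR1 and NUR3 on the side of younger bees. NUR1 lies there in 0 genes and NUR3 in 2. For each gene a single nurse library can be outermost on that side, so that these counts only complete the 13. NUR2 also lies apart from the other libraries over all genes, and how often it is outermost among all genes was not counted. The 13 genes therefore do not tell young age from another difference of NUR2. Whether younger bees explain the raised genes stays open, because 14 of the 33 with a slope estimate fall with age. Over all genes the difference of NUR2 from the other nurses correlated with the slope at r = -0.111, less in size than that of NUR1 (0.182). Cuticle genes are among the raised ones, such as Apd-2 at 3436 in NUR2 and 0.27 to 6.98 in the other libraries. CPR6 was at 1149 in NUR2 and 3.04 to 43.0 in the others. The slopes cover mean ages of 7.5 to 17.5 days, so that they cannot speak for bees younger than these. The ages of nurses are not in the sample labels, and dissection or another difference of this library was not tested.

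Genes higher in VSH bees tended to be higher in nurses, with r = -0.172 across genes between the log2 fold changes of VSH against NVS and of FOR against NUR. A single library as the cause of the negative sign is argued against, since r stayed negative without each library, nearest to 0 at -0.0956 without NVS4. The SD was 0.039 over the fits without 1 library. These fits share most libraries, so that this SD is not an error of r. Chance cannot be excluded over all splits of the VSH and NVS libraries, since 10 of 35 gave an r as large in size (highest other 0.308) and 4 of 35 shared as many as the 190 genes at an unadjusted p under 0.05 (highest other 257, with the younger VSH1, VSH2, NVS1 and NVS2 against the older libraries, so that age may be a structure along which foragers and nurses also differ). Among the 8 splits that part every age-matched pair, 1, the real one, reached each value (highest other 0.128 and 122 genes), the others have VSH and NVS libraries on both sides, and 8 are too few for a share under 0.05, so that a likeness of VSH bees to nurses stays open. For the gene past both thresholds, LOC725489 alone, the splits say nothing, since 1 of 35 reached that count (highest other 0) but 4 of 35 called any gene that could be shared.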

How the results depend on the processing

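Lists matched by symbol alone, shared genes at an unadjusted p, shared genes with the paired fit and NUR2 left out, fits without VSH4 and NUR2 together, age slopes of the lists without 1 library and paired fits without a pair are tests chosen only after the result was seen; the other alternatives were planned. Of 153 values of the counts and the correlation, 86 stayed close to the reported ones and 67 moved; of 299 values for the 17 lists past the threshold, 248 kept direction and call, 51 lost the call, among them all 17 with an estimated correlation, and 0 turned; of 1348 values for 75 named genes in VSH and NVS bees, 1286 kept both, 30 lost and 27 gained a call and 5 turned; of 885 values for 59 named genes in foragers and nurses, 799 kept both, 73 lost and 11 gained a call and 2 turned. Genes past the threshold in VSH against NVS (4) were 2 with no filter on low values, 0 in limma without a trend, 23 with array weights and 127 in the paired fit, which gave 213, 26, 2 and 13 without pairs 1 to 4; without 1 library they were 0 to 11. Those in FOR against NUR (10) were 4 with a pseudocount of 0.5, with no filter or with a minimum mean of 10, 6 with median-of-ratios factors, 1 without a trend, 19 with array weights and 6 with the replicate number as a block; without 1 library they were 0 to 76. The shared gene was lost (0) with a pseudocount of 0.5, with no filter, with a minimum mean of 10, without a trend and at an adjusted p under 0.01, and without 1 library the count was 0 to 1; the paper's own Tables S3 and S4 share 64; 190 were shared at an unadjusted p under 0.05, 40 with the paired fit on the VSH side, and 11 past both thresholds with that fit and without NUR2. The correlation of fold changes was -0.233 to -0.0956 without 1 library and -0.228 without VSH4 and NUR2. Lists past the threshold in VSH against NVS (9) were 2 with array weights, 0 with an estimated correlation, 4 by symbol alone, 5 by symbol without VSH4 and 4 to 10 without 1 library; those in FOR against NUR (8) were 0 with an estimated correlation, 4 by symbol alone, 5 by symbol without NUR2 and 6 to 9 without 1 library, and with the block royal jelly (adjusted p = 0.130) and ribosomal proteins (adjusted p = 0.0797) no longer passed camera. Age slopes (15 genes) were 0 with no filter, without a trend and for the interaction of group and age, and 0 to 61 without 1 library; the 8 lists with an age slope were 7 to 9 without 1 library. The log2 fold change turned for LOC413106 (-0.29 to 1.41), Obp14 (-0.33 to 1.30) and Obp3 (-0.52 to 1.71) without VSH4, for Mrjp1 (-1.44 to 0.18) without NVS2, for LOC725386 (-1.28 to 0.18) without NVS3 and, in foragers and nurses, for GMCOX4 (-3.10 to 0.41) without FOR2 or NUR2 (0.28). For the other settings the cause was not tested; fits without 1 library have fewer samples, and without FOR2 or FOR3 the lone forager library is assumed to vary like the nurses. Rescaling to equal totals moved the median log2 fold change of all genes to -0.03, and the other scalings kept it closer to 0. Count tests were not run, because the deposited values hold no whole reads. The depth of a library is not shown by values brought to a common total.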

Differences from the paper's values

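The alternatives named here were set before the deposited values were examined, apart from the overlap at an unadjusted p, the paired genes set against it, the paired genes shared without NUR2 and the paired fits without a pair, which are tests chosen only after the result was seen.

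At the paper's threshold, an adjusted p of 0.05, the paper's edgeR test on counts calls 258 genes between VSH and NVS bees, 173 higher and 85 lower, and limma on the deposited values called 4, 4 higher and 0 lower. With the libraries paired by age 127 genes passed, 87 higher and 40 lower, and none of the alternatives set beforehand came within 1.5 times of the paper's 258, 173 or 85. With the mean age as a covariate in place of the pairs, the number stayed within 1.5 times of the 4 genes. The paired fit without pair 1, chosen after seeing the values, comes within it with 213 genes, 135 higher and 78 lower, where leaving out pair 2, 3 or 4 gave 26, 2 and 13, and it leaves out 175 of the 257 genes of the paper's Table S3 at hand. The largest log2 fold change among genes called higher is 8.14 in the paper and 1.00 here, and 3.89 in the paired fit, the nearest of the alternatives; the paper's value and the paired one are of Hex70a, for which the log2 ratio of group means was 8.39 here. Between foragers and nurses the paper calls 426 genes and 10 passed here, with 76 without NUR2 as the nearest alternative. The paper reports 57 shared genes and here 1 was shared: 32 and 1 higher in VSH bees and nurses, 16 and 0 higher in NVS bees and foragers, 7 and 0 higher in VSH bees and foragers, and 2 and 0 higher in NVS bees and nurses. The paper's own Tables S3 and S4 at hand share 64 genes, 35, 20, 7 and 2 in these directions, so that the 57 are not what these tables give, for a reason that was not found. The other alternatives set beforehand gave 0 or 1 shared gene, the paired fit with 1 higher in NVS bees and foragers, and none of them reached these numbers. Chosen after seeing the values, the paired fit set against foragers and nurses without NUR2 comes nearer with 11 shared genes, 8, 2, 1 and 0 in these directions; 190 genes were shared at an unadjusted p under 0.05 and 40 between the paired genes and the unadjusted ones.

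Of the paper's 11 chemosensory genes 0 were called here, with 2 in the paired fit; of its 5 defence genes 0, with 1 in the paired fit; and of its 3 oxygen transport genes 0, with 1 in the paired fit. Of its 12 redox genes higher in VSH bees 1 was called, with 2 with array weights or in the paired fit (CYP336A1). Of its 3 redox genes lower in VSH bees 0 were called, and all 3 in the paired fit, which reaches the paper's number with all pairs but called 0 of them without pair 2, 3 or 4. Of the 17 genes of its Table 4 here 1 was called, with 6 in the paired fit and 3 without NVS2. Of its 5 cytochrome P450 genes in foragers and nurses 0 were called, with 1 without NUR2 (CYP9Q3), and of its 11 redox genes 0, with 1 with array weights (PPO), with the block, without NUR1 or without NUR2. Apart from the 3 lower redox genes, no alternative set before the deposited values were examined reached the paper's number for these lists. The paired fit without pair 1, chosen after seeing the values, called 3 chemosensory genes and 10 of Table 4, against 0 chemosensory genes without pair 2, 3 or 4 and 3, 0 and 0 of Table 4.

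The highest library has 43.8 M aligned reads in the paper and a column total of 20.3 M here for VSH and NVS, and 82.6 and 34.7 for foragers and nurses. The paper's values are reads before normalisation and the values here are totals after it, so that the alternatives of the other comparisons do not apply.

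The log2 ratios of group means match the paper's values where the calls do not, and both were taken from the same libraries. They are another measure than the log2 fold changes given in the text, which are differences of mean log2 values. The measures can lie far apart: Hex70a had a log2 fold change of 3.89 and a log2 ratio of 8.39. For 69 named genes the log2 ratio of group means has the sign of the paper's value, and the largest difference is 0.34. Of the 257 genes of Table S3 at hand all 257 have the same sign here and 179 have an unadjusted p under 0.05, and 61 of the 127 paired genes and 3 of the 4 unpaired ones are in that table. For Table S4 these numbers are 426, 426 and 306, and 7 of the 10 genes called here and 54 of the 76 without NUR2 are in it.

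The paper states that the genes of chemical sensing were higher in VSH bees. Here 9 of the 11 had positive log2 fold changes, while Trh was at -0.99 and OR85b-like at -0.64, both of which the paper's Table S3 also lists as lower, and LOC413106, Obp3 and Obp14 turned to -0.29, -0.52 and -0.33 without VSH4. The paper counts Nan, CSP2 and Obp14 among sensing genes regulated in common in VSH bees and nurses. Here CSP2 was higher in VSH bees (0.66) and in nurses (-2.09 for foragers against nurses). Nan was lower in VSH bees (-0.47) and in nurses (2.77 for foragers against nurses), so that it too ran the same way in both. Obp14 alone ran the other way, higher in VSH bees (0.82) and in foragers (2.98).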

Other observations

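In this part the correlation of age slopes with foraging, the lists by symbol, the age slopes of lists without 1 library and the comparisons with other splits are tests chosen only after the result was seen.

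Obp4, an odorant-binding protein, rose with the age of the bees in both groups, from 19950.0 in VSH1 and 18769 in NVS1, the youngest, to 31763 in VSH4 and 37192 in NVS4, the oldest. Its slope was 0.08 log2 units per day (limma, adjusted p = 0.0158), and it was at 69633 and 61950.0 in the forager libraries and at 19561 to 44110.0 in nurses. LOC102654810, which has no description, had a slope of 0.19 (adjusted p = 0.0158), and LOC725930, a retinol dehydrogenase, and LOC552190 had slopes of -0.09 (adjusted p = 0.0379 and 0.0158). Odorant-binding proteins had positive slopes in 15 of 16 genes (median 0.03, camera adjusted p = 0.00021), ribosomal proteins in 53 of 60 (median 0.02, camera adjusted p = 1.4e-07) and the histone list, which holds the chloride channel genes Hiscl1 and Hiscl2, in 11 of 11 (median 0.03, camera adjusted p = 0.003), none of which passed with an estimated correlation, where the lowest adjusted p of any list was 0.509. Chaperones had negative ones, with all 6 small heat shock genes of the lethal(2)essential for life family (median -0.12) and all 10 genes of heat shock proteins 70 and 90 and DnaJ (median -0.05), both with a camera adjusted p = 0.00021; the former rests in part on the young libraries VSH1 and NVS2, with a median of -0.07 (adjusted p = 0.0174) and -0.09 without them in turn. Of 4 basement membrane genes 3 had negative slopes too (median -0.08, camera adjusted p = 0.00389). Muscle genes (21 of 25 positive, camera adjusted p = 0.00377) and royal jelly genes (6 of 9 positive, camera adjusted p = 0.0418) had positive slopes. Without VSH4, among the oldest, the muscle list did not pass (adjusted p = 0.865), nor did the histone and basement membrane lists without NVS1 (adjusted p = 0.146 and 0.0706), nor royal jelly without VSH2, VSH3, NVS1 or NVS4. With an estimated correlation 0 of these 8 lists passed, and with members by symbol 3 lists passed.

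Across the 10126 genes tested in both tables, the age slope correlated with the log2 fold change of foragers against nurses, with r = 0.282 and rho = 0.267, and r = 0.264 without NUR2. Genes are not independent replicates, and the sample labels give no ages for foragers and nurses. The royal jelly genes Mrjp5 and Mrjp6 differed between libraries of different numbers more than between foragers and nurses, with Mrjp5 at 2388 in FOR3 and 2149 in NUR3 against 0 in FOR2, 0 in NUR1 and 8.66 in NUR2, and Mrjp6 at 2178 and 1645 against 0, 0 and 2.33. Both were chosen after their values were seen, and most genes of the royal jelly list had positive fold changes in foragers. Hsp90 was at 63695 to 90491 in VSH bees and at 18216 to 32806 in NVS1, NVS3 and NVS4, with 104910 in NVS2.

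The 4 genes past the threshold between VSH and NVS bees are a number that chance cannot be excluded for over all splits, since 2 of 35 gave as many, with 30 in the highest other, which sets VSH1, VSH2, NVS1 and NVS2 against the older libraries and so points to age as a structure of the samples. For the 9 lists past the threshold chance cannot be excluded either, with 3 of 35 splits as large and 12 lists in the highest other. Among the 8 splits that part every age-matched pair, 1, the real one, reached the 4 genes (highest other 0), the 9 lists (highest other 8) and the 127 genes of the paired fit (highest other 5), while 2 reached the 9 lists of the paired fit (highest other 9), and 8 splits are too few for a share under 0.05. The other 7 set libraries of VSH and NVS bees on both sides.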
